# Statins impact primary embryonic mouse neural stem cell survival, cell death, and fate through distinct mechanisms

**DOI:** 10.1371/journal.pone.0196387

**Published:** 2018-05-08

**Authors:** Ross A. Carson, Anthony C. Rudine, Serena J. Tally, Alexis L. Franks, Krystle A. Frahm, Jacob K. Waldman, Neerupma Silswal, Suban Burale, James V. Phan, Uma R. Chandran, A. Paula Monaghan, Donald B. DeFranco

## Abstract

Statins inhibit HMG-CoA reductase, the rate-limiting enzyme in the cholesterol biosynthesis pathway (CBP), and are used for the prevention of cardiovascular disease. The anti-inflammatory effects of statins may also provide therapeutic benefits and have led to their use in clinical trials for preeclampsia, a pregnancy-associated inflammatory condition, despite their current classification as category X (i.e. contraindicated during pregnancy). In the developing neocortex, products of the CBP play essential roles in proliferation and differentiation of neural stem-progenitor cells (NSPCs). To understand how statins could impact the developing brain, we studied effects of pravastatin and simvastatin on primary embryonic NSPC survival, proliferation, global transcription, and cell fate *in vitro*. We found that statins dose dependently decrease NSPC expansion by promoting cell death and autophagy of NSPCs progressing through the G1 phase of the cell cycle. Genome-wide transcriptome analysis demonstrates an increase in expression of CBP genes following pravastatin treatment, through activation of the SREBP2 transcription factor. Co-treatment with farnesyl pyrophosphate (FPP), a CBP metabolite downstream of HMG-CoA reductase, reduces SREBP2 activation and pravastatin-induced PARP cleavage. Finally, pravastatin and simvastatin differentially alter NSPC cell fate and mRNA expression during differentiation, through a non-CBP dependent pathway.

## Introduction

Statins are inhibitors of HMG-CoA reductase, the rate-limiting enzyme in the synthesis of cholesterol, and have widespread clinical use for the treatment of hyperlipidemia and prevention of cardiovascular disease. However, the therapeutic benefit of statins extends beyond the cardiovascular system [1,2], and results from preclinical models suggest that they may be neuroprotective in response to acute brain injury [3–5] and chronic neurodegenerative conditions [6–8].

Currently, prenatal statin administration is being evaluated for the prevention of preeclampsia [9] because of their potent anti-inflammatory effects on placental vasculature [10–13]. However, some clinical studies examining effects of statins *in utero* have called their safety into question leading to their designation as Category X drugs, meaning that they are completely contraindicated during pregnancy [14,15]. This was due to clinical reports of teratogenicity including limb and central nervous system (CNS) deformities [14], although more recent clinical [15] and animal studies [16] fail to replicate these findings. Given this uncertainty, statins are no longer excluded from clinical trials in pregnant women.

The concentration of cholesterol in the cerebral cortex increases during development [17], and ablation of squalene synthase (SQS), an enzyme in the *de novo* cholesterol biosynthetic pathway, results in failed embryonic neural tube closure [18]. In addition, conditional ablation of SQS in neural stem and progenitor cells (NSPCs) of the ventricular zone of embryonic mouse brain resulted in significant cortical atrophy due to death of newborn neurons [19].

Despite cholesterol’s essential role in brain development, beneficial effects of statins on the brain have been reported. In adult NSPCs, statins show potential in recovery from traumatic brain injury [3–5] and prevention of the progression of neurodegenerative diseases, such as Parkinson’s disease and Alzheimer’s disease [6–8]. Statins also have beneficial direct effects on NSPCs by increasing neurogenesis through enhancement of the Wnt/beta-catenin signaling pathway brought about by the inhibition of isoprenoid synthesis and influencing cell fate during differentiation [20]. Finally, maternal administration of pravastatin in a mouse model of preeclampsia reverses the reduced proliferation of NSPCs in offspring neocortex [21], as well as rescues vestibular function, balance and coordination test scores [22].

The potential for statins to provide benefits for disorders of pregnancy with limited therapeutic options warrants a more thorough understanding of its impact on fetal brain development. We therefore utilized primary mouse embryonic NSPC cultures to examine their specific molecular and cellular responses to both a hydrophobic (simvastatin) and hydrophilic (pravastatin) statin. The results of our studies demonstrate that statins induce cell death in NSPCs through inhibition of the cholesterol biosynthetic pathway (CBP) at high but not low doses. We also demonstrate that statins alter NSPC cell fate by a mechanism not dependent on CBP inhibition.

## Materials and methods

### Mouse cell culture

Timed-pregnant C57BL/6 mice were purchased from Charles River Laboratories (Raleigh, NC) and were housed individually and received chow and tap water *ad libitum*. All animal work was conducted according to relevant national and international guidelines. All animals were euthanized by inhaled CO_2_, 20–30% chamber volume exchange per minute. Animal work was approved by the University of Pittsburgh IACUC, PHS Assurance Number D16-00118 with Protocol Number 16037715. The entire cortical region was dissected from individual mouse embryonic day 14.5 embryos, dissociated into single cells, and grown as 3-dimensional neurosphere cultures in NeuroCult^TM^ media and proliferation supplement (STEMCELL 05702) as previously described [23,24]. Cultures were typically passaged every 5 days and experiments were performed between the third and fifth passage. NSPCs derived from male and female tissue was used for experiments, and fetal sex was determined by digesting tail tissue overnight at 56°C in proteinase K and using PCR analysis of isolated genomic DNA to detect the Y chromosome *Sry* gene.

### Cell growth assay

NSPCs were treated with vehicle, pravastatin (Sigma P4498) diluted in water and ethanol, or simvastatin (Sigma S6196) diluted in ethanol on the day after plating. Live images at 10x were analyzed using ImageJ. Counting was performed on dissociated NSPCs using a Nexelcom automated cellometer with trypan blue viability staining. Cell number on a given day was assessed for significance by two-way ANOVA and secondary Tukey test and doubling time analyzed by one-way ANOVA using Prism and is displayed as means with SEM.

### Flow cytometry

NSPCs were plated at 1.2x10^5^ cells/well in a Costar six-well ultra-low adherence plate and allowed to form neurospheres. Neurospheres were treated with vehicle (water and ethanol), pravastatin, or simvastatin and cultured for 3 days. Neurospheres were then collected by centrifugation, dissociated into single cells, washed in 1x phosphate buffered saline (PBS) (Corning 36415005) and fixed in 80% ethanol for 15 minutes on ice. They were then rehydrated and washed in PBS then stained in a 3 μM solution of propidium iodide (Sigma P4107), 100mM Tris Base (Fischer Scientific BP152), 150mM NaCl (VWR VW6430-5), MgCl_2_ (USB 18641) and 0.1% NP-40 (Calbiochem 492015). Stained cells were imaged on a Fortessa Flow System in the presence of propidium iodide and quantified using Diva software. Data were assessed for significance by two-way ANOVA and secondary Tukey test using Prism.

### Quantitative PCR

RNA was isolated from neurospheres using the Trizol extraction kit (Invitrogen 15596–026). cDNA synthesis was performed using the iScript Select cDNA synthesis kit (Bio-Rad; catalog no. 170–8897). Quantitative real-time PCR (qRT-PCR) was performed using a Stratagene Mx3000P with products generated using iTaq Universal SYBR Green Supermix (Bio-Rad; catalog no. 172–5121). Data were assessed for significance by either one-way ANOVA or two-way ANOVA and secondary Tukey test using Prism. Cells were treated with vehicle (water and ethanol), pravastatin, simvastatin, farnesyl pyrophosphate (Sigma F6892) diluted in ethanol, geranyl pyrophosphate (Sigma G6025) diluted in ethanol, or squalene (Sigma 3626) diluted in ethanol. Validated primers were selected from the Massachusetts General Hospital Primer Bank [25,26].

### Western blot analysis

NSPC protein lysates used in Western blot analysis were extracted in radioimmunoprecipitation assay buffer (10 mM Tris-Cl [pH 8.0], 1 mM EDTA, 0.5 mM EGTA, 140 mM NaCl, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% sodium dodecyl sulfate [SDS]) supplemented with 1x Halt Protease & Phosphatase Inhibitor Cocktail (Thermo Scientific #78446) and 1mM PMSF (Boehringer Mannheim 83659720). 15ug of protein/sample was separated on a SDS–7.5% PAGE gel and transferred to a polyvinylidene difluoride membrane (Millipore Immobilon-P IPVH00010). Western blot analysis was performed using SREBP2 (Abcam ab30682), cleaved PARP (Abcam ab30264), cyclin D1 (Sigma CC-7464), LC3B (Cell Signaling 2775), caspase 3 (Cell Signaling 9664), alpha tubulin (Cell Signaling 3873), beta actin (Santa Cruz 47778), and either anti-rabbit (Promega PR-W4001) or anti-mouse (Promega PR-W4021) horseradish peroxidase conjugated antibody. Bands were detected using the Western Bright ECL chemiluminescence detection system (Advansta K-12045-D50). Membranes were stripped and reprobed with the order of antibodies alternating. Images were quantified (densitometry) using ImageJ software. Data were assessed for significance by one-way ANOVA or two-way ANOVA and secondary Tukey test using Prism.

### Flow Cytometry to quantify EdU incorporation into proliferating cells

Cortical NSPCs were grown for three days then treated with pravastatin or simvastatin for three days. 4 hours prior to collection, 5- Ethynyl-2’-deoxyuridine (EdU) was added (10 μM). Cells were then harvested, manually dissociated into single cells, washed with ice cold PBS, and fixed with 4% paraformaldehyde. Fixed cells were processed using the Click-iT EdU Alexa Fluor 647 Imaging Kit (ThermoFisher Scientific C10340) according to manufacture instructions and EdU+ cells quantified using an LSRII flow cytometer (BD Biosciences).

### RNA-Seq library preparation

Cortical NSPCs were treated with 10 μM pravastatin or vehicle (PBS) for 24 hours and harvested in Trizol (Invitrogen 15596–026). An RNA-Seq library was prepared using the TruSeq Stranded Total RNA kit (Illumina RS-122-2201) and then subjected to next generation sequencing by the Tufts University Genomics Core.

### RNA-Seq data analysis

After sequencing, the reads were assessed for quality using the FastQC tool. Technical replicates were merged and then aligned to the Ensembl GRCm38 Reference Mouse genome using Tophat2 v2.1.1. Transcript assembly was performed using Cufflinks v2.2.1 and the resulting Cufflinks assemblies from each sample were merged with the reference GTF file using Cuffmerge. Expression was quantified using HTSeq with the merged GTF file and default parameters. EdgeR was used to find the genes differentially expressed between different conditions and further refined to only contain genes up- or down-regulated by pravastatin by greater than 1.5-fold. Differentially expressed genes from each of the comparisons were uploaded to Ingenuity Pathway Analysis for functional analysis (version 1.0; QIAGEN). RNA-Seq data have been deposited at GEO with GSE identification number GSE111945.

### NSPC differentiation

NSPCs were cultured as adherent cells plated at a density of 2.4x10^5^ cells/well in a 6-well cell plate (Costar 3561) or 1.2x10^5^ in a 24-well plate on glass coverslips (Costar 3524) sequentially pre-treated with poly-D-lysine and laminin. Adherent NSPCs grown in NeuroCult media and proliferation supplement as previously described [23,27] were grown to 70–80% confluency. Proliferation media was then replaced with NeuroCult media and differentiation supplement (STEMCELL 05704). Differentiating cells were grown in the presence of 10 μM pravastatin, 1 μM simvastatin, or vehicle for three or four days before collection for mRNA or immunostaining. qRT-PCR was analyzed with one-way ANOVA with a secondary Tukey or Sidak test in Prism.

### Immunostaining and imaging

NSPCs were fixed in freshly prepared 4% paraformaldehyde pH 7.4, washed consecutively with PBS, then PBS plus Tween 20 (PBST), and finally PBS for 5 minutes each. Fixed and washed cells were then treated for 30–45 minutes with 5% heat inactivated normal goat serum and then incubated with the primary antibody overnight at 4°C. Primary antibodies included anti-2'3'-cyclic nucleotide 3'-phosphodiesterase (CNPase) (Abcam ab6319) to visualize oligodendrocytes, anti-beta-3 tubulin (Abcam ab 107216) to visualize neurons and anti-glial fibrillary acidic protein (GFAP) (Thermo Fisher PA3 16727) to visualize astrocytes. Cells were washed 3 times each for 5 min each in PBS, then PBST and finally PBS prior to incubation with secondary antibodies for 40 minutes at room temperature. Secondary antibodies included goat anti-mouse Cy3 (Abcam ab6939), goat anti-chicken Alexa Fluor 647 (Abcam ab150171), and goat anti-rabbit Alexa Fluor 488 (Abcam ab150077). Cells were then washed 3 times each for 5 min each in PBS, then PBST and finally PBS with the inclusion of DAPI in the final PBS wash. Fluorescent images were captured on an Evos 2 station microscope at 20X. The number of DAPI and GFAP, CNPase and beta-3 tubulin cells were counted and assessed for statistically significant differences using ANOVA with secondary Tukey test in Prism software.

## Results

### Statins decrease NSPC expansion

Dissociated NSPCs were grown as neurospheres in the presence of vehicle, low, or high doses of pravastatin (1 μM and 25 μM) or simvastatin (0.1 μM and 5 μM). To determine effects on NSPC viability, neurosphere size was assessed by live imaging and cell viability performed by automated cell counting at one, three and five days after treatment. Vehicle treated NSPCs formed large neurospheres with an average cross sectional area of 25,000 μm^2^ five days after treatment, while NSPCs treated with low or high dose pravastatin reached average cross sectional areas of only 17,000 μm^2^ (p<0.001) and 4,500 μm^2^ (p<0.0001) respectively (Fig 1A and 1B). NSPCs treated with low or high doses simvastatin demonstrated similar effects on neurosphere size (S1A Fig). Therefore, both hydrophobic and hydrophilic statins limit the expansion of stem or progenitor cells present in primary neurosphere cultures.

**Fig 1:**
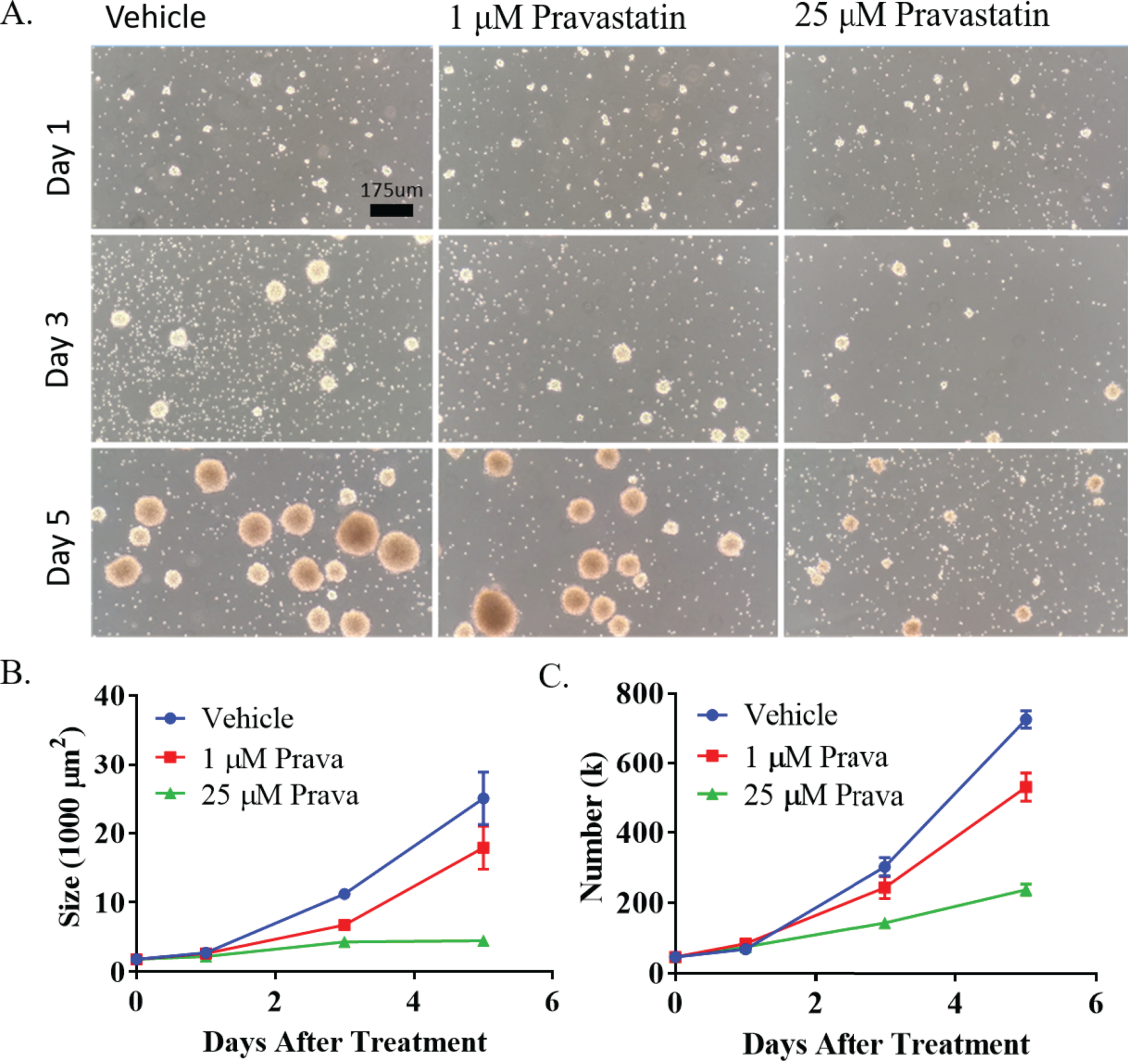
Pravastatin decreases NSPC expansion *in vitro*. (A) Representative images of neurosphere cultures. Treatments include vehicle, 1 μM and 25 μM pravastatin (prava) on days 1, 3 and 5 after treatment. Bright field images were taken on an inverted microscope at 10x magnification. (B) Quantification was performed on images taken in triplicate using image J software on days 0, 1, 3 and 5 after treatment with vehicle, 1 μM or 25 μM prava (n = 5). (C) After imaging, NSPCs were collected for automated cell counting in duplicate (n = 5).

To provide independent validation of stem and progenitor cell proliferation, effects of statins on the expansion of individual cells were determined. Vehicle treated NSPCs reached an average number of 724,500 cells/well five days after treatment, while NSPCs treated with low or high dose pravastatin only 531,500 cells/well (p<0.0001) and 239,300 cells/well (p<0.0001) respectively (Fig 1C). NSPCs treated with low or high dose simvastatin exerted similar effects on cell number (S1B Fig).

#### Statins induce cell death in NSPCs

To determine whether decreased cell cycle progression or increased cell death was responsible for reduced NSPC expansion after statin treatment, neurospheres were treated with low and high doses of pravastatin or simvastatin for three days. They were then collected, fixed and stained with propidium iodide for analysis by flow cytometry. Gating for phases of the cell cycle was set by NSPCs arrested in G1 to detect NSPCs in G1, S/G2/M, and sub-G1. NSPCs demonstrated a dose dependent increase in sub-G1 cells in response to pravastatin treatment, which was statistically significant after high (p<0.001) but not low dose pravastatin treatment (Fig 2A). NSPCs treated with simvastatin demonstrated a similar effect on the accumulation of sub-G1 cells (S2A Fig). To determine the contribution of apoptosis to the accumulation of sub-G1 cells, cleavage of PARP (cPARP) and caspase 3 were examined. Western blot analysis revealed a statistically significant, dose dependent increase in PARP and cleavage and a trend towards caspase 3 cleavage in NSPCs treated pravastatin (Fig 2B–2D). The small amount of cPARP seen in vehicle treated cells is variable and may represent dead cells that accumulate in the center of neurospheres. NSPCs treated with simvastatin demonstrated similar effects on PARP cleavage after treatment (S2B Fig). Therefore, increased apoptosis or activation of other death inducing PARP cleavage proteases contributes to reduced NSPC expansion triggered by statin treatment.

**Fig 2:**
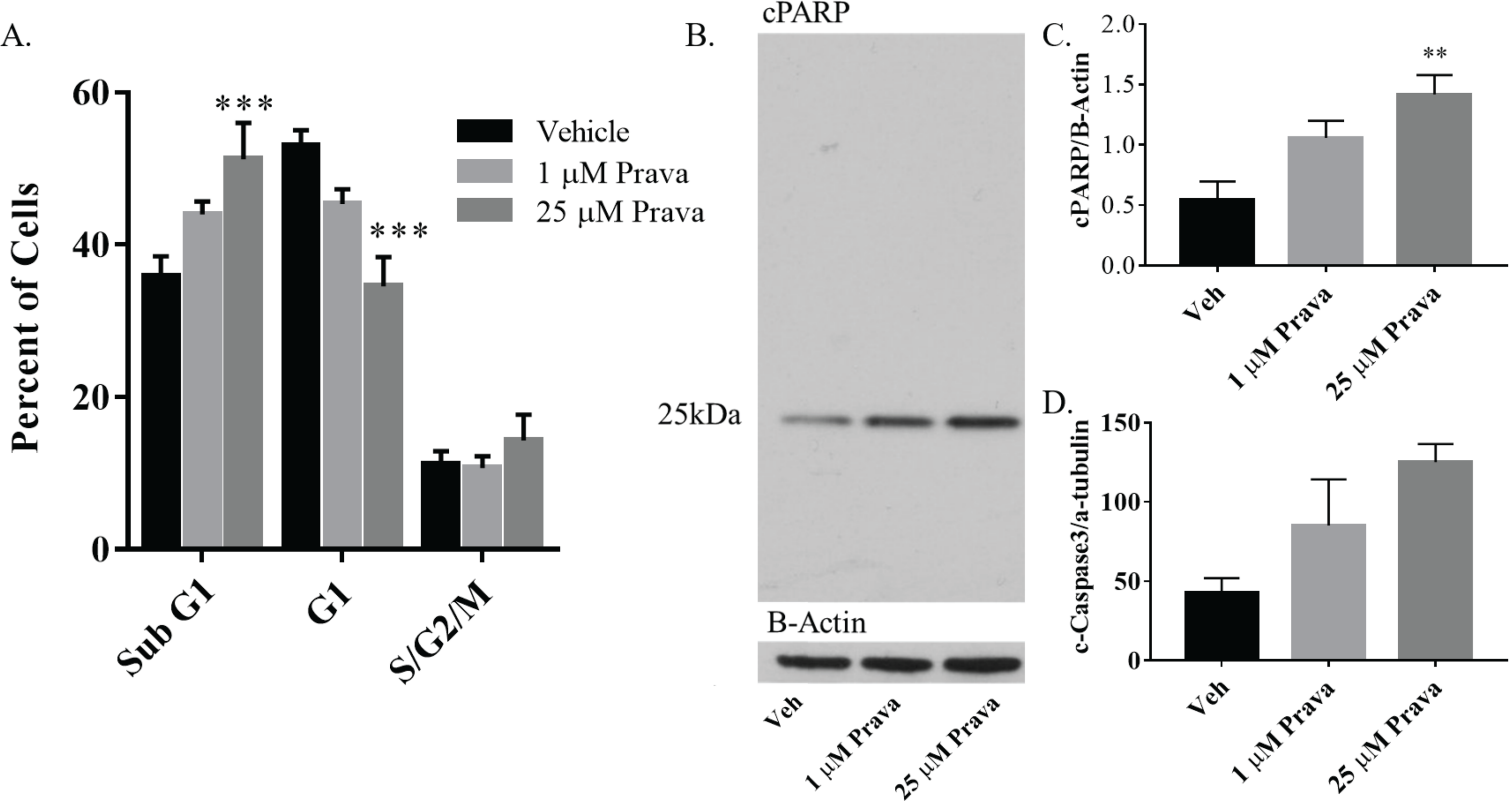
Pravastatin enhances cell death and reduces G1 accumulation of NSPCs. A. Quantification of NSPCs in sub-G1, G0/G1 and S/G2/M. Diva software was used to count the number of NSPCs that were identified as sub-G1, in G0/G1 or in S/G2/M phase. The histogram represents the mean percentage of NSPCs and standard error of the mean (SEM) in each category after treatment with vehicle, 1 uM or 25 uM prava (n = 5). B. Representative western blot of anti-cleaved PARP (cPARP) from neurospheres treated with vehicle, 1 uM or 25 uM pravastatin (prava) for 24 hours. C. Average intensity of bands corresponding to 24 hour treatment with vehicle, 1 uM or 25 uM prava for cleaved PARP normalized to ß-Actin (n = 5). D. Average intensity of bands corresponding to 24 hour treatment with vehicle, 1 uM or 25 uM prava for cleaved caspase normalized to alpha-tubulin (n = 3). (**p<0.01, ***p<0.001, compared to vehicle).

#### Statins induce expression of cyclin D1, but inhibit cell cycle progression

Flow cytometry analysis also revealed a dose dependent decrease of cell cycle progression of NSPCs after treatment with pravastatin and simvastatin. Specifically, the percentage of NSPCs in the G1 phase of the cell cycle was reduced by high (p<0.001), but not low dose pravastatin treatment (Fig 2A). NSPCs treated with simvastatin demonstrate similar trends (S2A Fig), suggesting that statins either cause an increase in cell cycle progression between G1 and S phases or increase apoptosis selectively in cells progressing through G1. We therefore examined expression of cyclin D1, a critical regulator of progression from G1 to S phase, after statin treatment. RNA and protein were collected for quantitative analysis from neurospheres treated for 24 hours with low or high dose pravastatin and simvastatin. qRT-PCR revealed a dose dependent increase in *cyclin D1* mRNA after pravastatin treatment, which demonstrated statistical significance at high (p<0.05) but not low dose pravastatin treatment (Fig 3A). Western blot analysis also demonstrated the same response, with a significant increase in the relative amount of cyclin D1 protein at high dose (p<0.001) but not low dose pravastatin treatment (Fig 3B and 3C). NSPCs treated with simvastatin demonstrate similar effects on *cyclin D1* mRNA and protein (S2C and S2D Fig). In summary, there appears to be a paradoxical increase in the cyclin that drives progression from G1 to S phase of the cell cycle (i.e. cyclin D1) in NSPCs associated with cell death.

**Fig 3:**
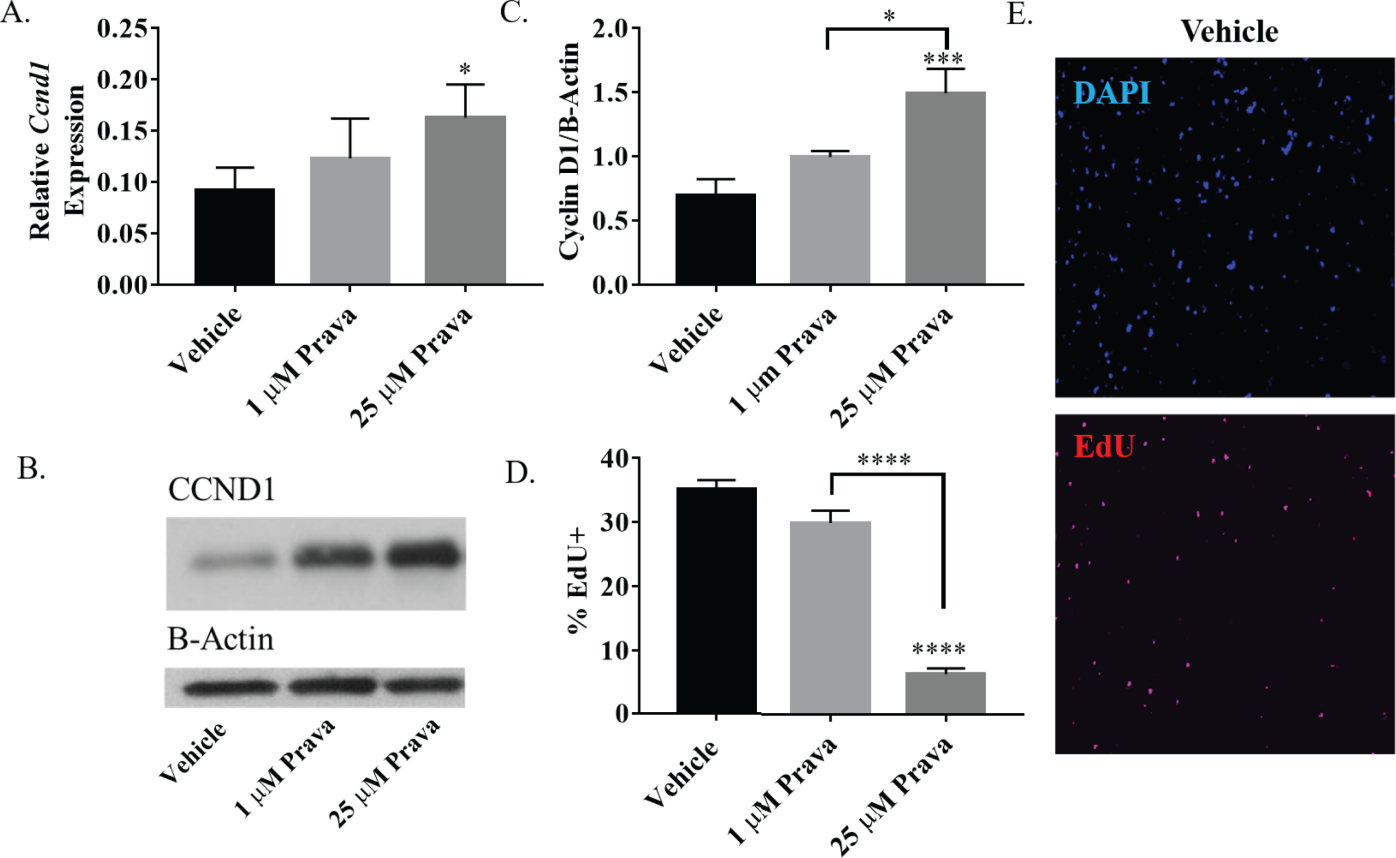
Pravastatin increases cyclin D1 expression but prevents passage through S-Phase in NSPCs. A. Average expression of *Ccnd1* mRNA as assessed by qRT-PCR (n = 5). B. Representative western blot of cyclin D1 from neurospheres treated with vehicle, 1 uM or 25 uM prava for 24 hours C. Average intensity of bands corresponding to 24 hour treatment with vehicle, 1 uM or 25 uM prava for cyclin D1 normalized to ß-Actin (n = 5). D. Percentage of EdU+ NSPCs treated with 1 uM or 25 uM prava for three days with EdU incorporation during the final 4 hours, quantified by flow cytometry (n = 8). E. Representative image of dissociated neurospheres after three days treatment with vehicle for DAPI and EdU incorporation. (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 compared to vehicle, unless otherwise indicated by a horizontal bracket).

Because statins do not cause a significant increase in the fraction of NSPCs in S/G2/M (Figs 2A and S2A), we examined NSPCs progressing through S phase using an EdU incorporation assay. NSPCs were treated with dose pravastatin for three days and then exposed to a 4 hour pulse of 10 μM EdU before collection. Interestingly, high (p<0.001) but not low dose pravastatin treatment caused a significant decrease in EdU incorporation (Fig 3D and 3E). Therefore, statins dose dependently reduce the progression of cells through S phase of the cell cycle and trigger cell death, predominately of cells trapped in G1.

#### Statins increase autophagy in NSPCs

In addition to apoptosis, we explored whether statins may also change autophagic activity in NSPCs as decreases in cholesterol are known to increase autophagic activity in CNS cells [28]. Cells were treated with low or high dose pravastatin for 24 hours and protein lysates were collected to quantify LC3B-II/(LC3B-I+LC3B-II) ratio, a sensitive indicator of autophagic activation. NSPCs treated with pravastatin demonstrated a modest, but significant (p<0.01) increase in autophagy when compared to both vehicle treated control and low dose pravastatin (S3A and S3B Fig).

#### Statin-regulated transcriptome in NSPCs

To determine whether transcriptional changes induced by statin treatment of NSPCs impact apoptosis and cell cycle dysregulation, the genome-wide transcriptome was analyzed following pravastatin treatment of NSPCs using RNA sequencing (RNA-Seq) technology. 

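The sequenced cells were NSPCs, neural stem and progenitor cells grown as neurospheres from the cortex of mouse embryos at day 14.5. Libraries were made from 3 female and 3 male embryos after vehicle and after pravastatin, a statin. Treatment lasted 24 hours at 10 μM. In all 6 female libraries Xist, the RNA that silences an X chromosome, stood between 650.3 and 961, and in the 6 male libraries it was at most 0.608. The Y-linked gene Ddx3y lay between 94.6 and 120.1 in the male libraries and was at most 0.384 in the female ones.
The libraries of female cultures 2 and 3 stood apart from the other cultures with either treatment. Gfap, a filament protein of astrocytes, was at 408 and 507 in female culture 2 with vehicle and pravastatin, at 179 and 69.3 in female culture 3, and between 3.96 and 8.31 in the other 8 libraries. Mbp, a myelin protein, was at 76.3 and 91.2 in female culture 2, at 29.0 and 24.7 in female culture 3 and at most 2.66 elsewhere. Ccnd1, which encodes cyclin D1, was at 217 and 392 in female culture 2, at 474 and 974 in female culture 3 and between 1218 and 1431 elsewhere. The first principal component of log2 values held 57.3% of the variance and parted these 4 libraries from the rest, while the second held 15.2% and followed treatment within each culture.

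**Figure D1:**
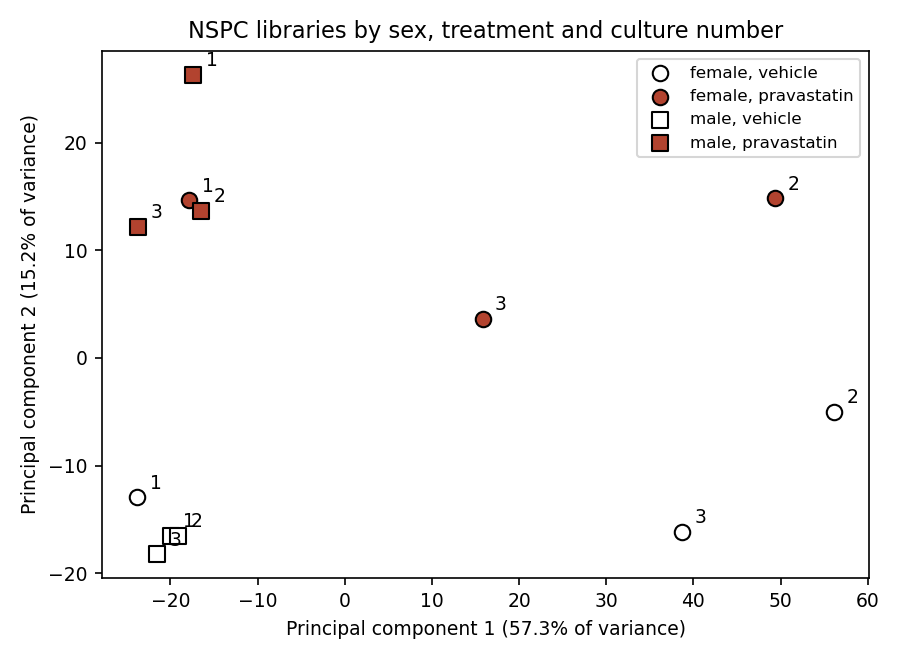
Position of the 12 NSPC libraries on the first and second principal components of log2 normalized values, without units, with sex, treatment and culture number marked. The 4 libraries of female cultures 2 and 3 lie between 15.8 and 56.1 on the first component and the other 8 between -23.8 and -16.5, and in each culture pravastatin lies above vehicle on the second.

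The authors aligned reads to the mouse genome GRCm38 with TopHat2 2.1.1, counted reads per gene with HTSeq and deposited values normalized per library, which sum to between 962669 and 1052479 in a library. Every value is a whole number of reads times 1 factor for its library, within 0.001 read, which gives 13353619 to 18422845 reads per library. At this depth 3 reads, the most that a count of 0 allows, correspond to a value between 0.157 and 0.228, a limit for counting error only. The values were compared on the scale log2(value + 0.5) with limma, with sex as a covariate where both sexes were tested together, over genes above 1 in at least 6 libraries (3 within a sex). A gene was called at an adjusted p under 0.05 and a change above 1.5-fold, the thresholds that the study states. Members of gene lists were called at an adjusted p under 0.05 alone. Vehicle and pravastatin libraries with the same number and sex were taken as 1 culture, since their sample codes begin alike and their residuals correlated. A second model with a term for each culture, named the blocked model here, was fitted beside the first.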

NSPCs derived from three female and three male embryos were treated with 10 μM pravastatin for a total of 24 hours and mRNA was collected for RNA-Seq analysis. Transcripts were identified as significantly regulated if they had a false discovery rate (FDR) of less than 0.05, greater than 1.5-fold change between treatment groups, and greater than one count per million transcripts. 

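The vehicle-treated cultures expressed the genes of neural stem cells and radial glia at high levels. All 14 listed markers of these cells were above 1 in each of the 12 libraries, among them Vim at 2954 ± 129, Fabp7 at 2423 ± 350.5, Nes at 1008 ± 268 and Sox2 at 367 ± 136 (mean ± SD of normalized values, n = 6 vehicle libraries). Olig2, a transcription factor of the oligodendrocyte lineage that neurosphere cells also express, was at 390.3 ± 54.7. Of 20 neuron markers 15 were in the table and 11 were above 1 in every library, with Map2, a microtubule protein, at 869.5 ± 81.1 and Tubb3, a tubulin of neurons, at 19.6 ± 11.6. Markers of cells from outside the neural lineage were mostly low or missing. None of 11 microglia markers was in the table, the 5 endothelial markers present never exceeded 4.33, and 1 of 6 erythroid markers was present, with a highest value of 2.07. Of 10 markers of mural cells and meningeal fibroblasts 5 were in the table and 3 were above 1 in every library, with a highest value of 21.9.
Of the genes in the deposited table, 12794 are annotated as protein-coding and 1375 as pseudogenes. Between 14840 and 15247 genes were above a value of 1 in a library. The identifiers of 16066 genes are in the GENCODE vM21 annotation of GRCm38, the source of coordinates below, and the authors' Ensembl release may differ from it.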

In NSPCs derived from male and female embryonic cortex, whole transcriptome sequencing identified 16,108 unique mRNA transcripts. 

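Above the 1.5-fold threshold pravastatin raised many transcripts and lowered few, while smaller changes went both ways. With both sexes together, 232 of 15093 genes were called higher and 2 lower. Without a fold threshold 406 were higher and 47 lower, and 1583 and 1227 in the blocked model; in males alone these counts were 925 and 664, and 1537 and 1336 in the blocked model. All 232 genes were higher in direction in females alone and in males alone (median log2 fold change 0.85 and 1.03). They were picked for a rise in the same libraries, so that shared direction is largely fixed by the choice. Among the largest increases that held in all 6 cultures were those of Pdgfrb, the receptor of platelet-derived growth factor BB (log2 fold change 3.63, SE 0.37), Prune2 (3.56, SE 0.30) and Gramd2 (2.75, SE 0.19). Further ones were Acss2, an acetyl-CoA synthetase, the sugar transporter Slc2a6 (2.51), Dnaaf3 (2.49), the mevalonate pathway enzyme Mvd (2.37), the sterol reductase Tm7sf2, Papln (2.24), the synaptic protein Snap25 (2.22) and Lss, which forms lanosterol (2.14). Pla2g3, 0610007P14Rik and Myh7b followed with 1.97, 1.95 and 1.91. Some of these rises start from low levels. With vehicle Pdgfrb was at 4.15 in female culture 2 and at 0.365 to 0.601 in the other cultures, and Gramd2 and Dnaaf3 had means of 1.39 and 1.12. The size of their folds therefore depends on the 0.5 added before the logarithm. Of the 232 genes, 205 are protein-coding and 12 are pseudogenes; 9 of the 12 resemble a coding gene that was also called higher, such as Gm6781 and Fdft1, which are 97.4% identical and may share reads.
Kcnj4, an inwardly rectifying potassium channel (ENSMUSG00000044216, chromosome 15, 79483714 to 79505241 of GRCm38), was at 9.96 ± 2.43 with vehicle and 6.03 ± 0.518 with pravastatin (SD, n = 6). Its log2 fold change was -0.65 (SE 0.15, adjusted p = 0.0295 from limma; 0.000889 in the blocked model), with a fall in 6 of 6 cultures. Abca1, which exports cholesterol from cells (ENSMUSG00000015243, chromosome 4, 53030787 to 53159895), was at 212 ± 251 with vehicle and 42.1 ± 76.3 with pravastatin (SD, n = 6). It went from 57.8 to 5.71, from 656 to 196 and from 374 to 35.8 in female cultures 1, 2 and 3, and from 51.7 to 6.23, from 62.0 to 5.72 and from 70.6 to 3.48 in the male ones, with a log2 fold change of -3.13 (SE 0.73, adjusted p = 0.0381 from limma; 8.48e-08 in the blocked model). The call was lost with edgeR and RLE factors (adjusted p = 0.0737), library size alone (0.0578), the exact test (0.203, log2 fold change -2.33) or the quasi-likelihood test (0.0741), with limma-voom (0.0834) and without the sex term (0.143). None of these models has a culture term, and the quasi-likelihood test with that term kept the call (adjusted p = 4.02e-07). DESeq2, also without that term, kept it (adjusted p = 0.00358). Gss, glutathione synthetase (ENSMUSG00000027610, chromosome 2, 155563181 to 155592810), was at 19.8 ± 1.43 with vehicle and 13.1 ± 0.640 with pravastatin (SD, n = 6), a log2 fold change of -0.58 (SE 0.07, adjusted p = 0.000258 from limma) and a fall in 6 of 6 cultures. That is a signed fold of -1.49, just short of the 1.5-fold threshold. Of 17 alternatives 11 called Gss lower, 5 of them chosen after the data were seen; edgeR with RLE factors gave a signed fold of -1.51 and its exact test -1.52.
In males alone 414 genes were called higher and 52 lower of 15221, where Mab21l3 (log2 fold change -1.55), Dusp15 (-0.95) and Itpka (-0.85) fell most after Abca1 (-3.48) among genes lower in all 3 cultures. The count of 52 lower genes in males was 130 with library size alone, 114 on values rescaled to library totals and 80 with the quasi-likelihood test and culture term, and leaving out 1 library gave 29 without male vehicle 2, 34 without male pravastatin 1 and 95 without male pravastatin 3. In females alone limma called 11 higher and 0 lower of 15185, with 431 genes at an unadjusted p under 0.05; DESeq2 called 115 and 0 and edgeR's exact test 90 and 0. Fewer were higher in females with RLE factors (2), with library size alone (1) and on values rescaled to library totals (1), and leaving out 1 library gave 0 without female vehicle 2, female pravastatin 2, female vehicle 3 or female pravastatin 3, 1 without female pravastatin 1 and 19 without female vehicle 1. The blocked model called 180 higher and 7 lower in females, 488 and 73 in males, and 300 and 27 in both sexes together, where it kept all 232 and both lower genes. The authors' deposited test, at the same FDR and fold thresholds, gives 157 higher and 0 lower in females and 260 and 7 in males. In both sexes together it gives 261 and 2. Of the 414 genes that limma called higher in males, 252 are higher in the deposited test too, and all 11 in females are. Of 15765 genes 0 passed the test of the interaction of sex and treatment in limma, DESeq2 or edgeR, with 138 at an unadjusted p under 0.05 in limma, 106 in DESeq2 and 148 in edgeR. The blocked model also passed 0, at a smallest adjusted p of 0.644, but had 1145 genes at an unadjusted p under 0.05, edgeR's quasi-likelihood test with the culture term had 1120, and limma without female vehicle 1 had 1016. Without the 4 libraries of female cultures 2 and 3, left out after the data were seen, 416 genes were higher and 46 lower. Without 1 library at a time the count of lower genes ran from 0, without male vehicle 2 or male pravastatin 3, to 9, without female vehicle 2. The adjusted p of Kcnj4 was above 0.05 without female pravastatin 2 or any of the 6 male libraries (at most 0.0848), and that of Abca1 without any of 10 libraries, all but female vehicle 1 and female pravastatin 2 (at most 0.100). The fits without 1 library had no culture term.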

While over 200 transcripts were significantly upregulated only two transcripts (potassium voltage-gated channel subfamily J member 4 and glutathione synthase) were significantly downregulated. 

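Ordered by p, the head of the list held enzymes of cholesterol and fatty acid metabolism. First stood Tm7sf2, a sterol reductase, at 42.5 ± 6.15 with vehicle and 218 ± 33.7 with pravastatin (normalized values, SD, n = 6), with a log2 fold change of 2.34 (SE 0.09, adjusted p = 5.45e-08 from limma). It was followed by Acss2, which makes acetyl-CoA from acetate and was at 143 ± 34.4 with vehicle and 864 ± 184 with pravastatin, and by Scd1, a desaturase that makes monounsaturated fatty acids (376 ± 69.9 with vehicle and 1102 ± 155 with pravastatin, log2 fold change 1.56). Then came Mvd, the fatty acid activating enzyme Acsl3 (1.32), Pank1, the first enzyme of coenzyme A synthesis (1.08), Sc5d, a sterol desaturase (1.51), Hmgcs1, which makes HMG-CoA (1.67), the thiolase Acat2 (1.76) and the septin Sept5 (0.93). Pank1 and Sept5 fall outside the rule for naming genes and were named after their values were seen. All of the first 25 and all of the first 50 genes by p were higher with pravastatin. The 20 listed enzymes of cholesterol synthesis supplied 9 of the first 25 and 11 of the first 50, and 4 of the first 50 were pseudogenes. Of the first 50, 39 are also among the first 50 by the authors' deposited p-values.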

The top 50 regulated transcripts sorted by p-value can be found in Supplemental Table 1 (S1 Table).

#### Induction of cholesterol biosynthetic pathway genes by statins in NSPCs

Ingenuity Pathway Analysis (IPA) was used to identify molecular pathways defined by differentially expressed genes in pravastatin versus vehicle treated NSPCs. IPA identified the Superpathway of Cholesterol Biosynthesis as the top regulated canonical pathway (p = 4.10x10^-36^) after treatment with pravastatin (Fig 4A). 

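Every measured enzyme of cholesterol synthesis rose with pravastatin. Of 20 listed enzymes 20 were higher and 0 lower by limma, all above 1.5-fold (20 higher when adjusted over the list alone), with log2 fold changes from 1.18 to 2.37 and a median of 1.64. Cyp51, which demethylates lanosterol (ENSMUSG00000001467, chromosome 5, 4081145 to 4104746 of GRCm38), was at 516 ± 146 with vehicle and 1589 ± 336 with pravastatin (normalized values, SD, n = 6), a log2 fold change of 1.65 (SE 0.15, adjusted p = 3.39e-05 from limma). In the steps that form isoprenoids, Mvk had a log2 fold change of 1.62, Pmvk of 1.89, Idi1 of 1.18 and Fdps of 1.52. In the squalene branch, Fdft1, squalene synthase, had 1.46 and Sqle, squalene epoxidase, 1.33. Among the other late steps, Msmo1 had 1.39, Nsdhl 1.55, Hsd17b7 1.68, Ebp 1.72 and Dhcr7 1.51. Pseudogenes that resemble Fdps, Fdft1 and Idi1 were called higher too, so reads of these genes may be split between gene and copy.

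**Figure D2:**
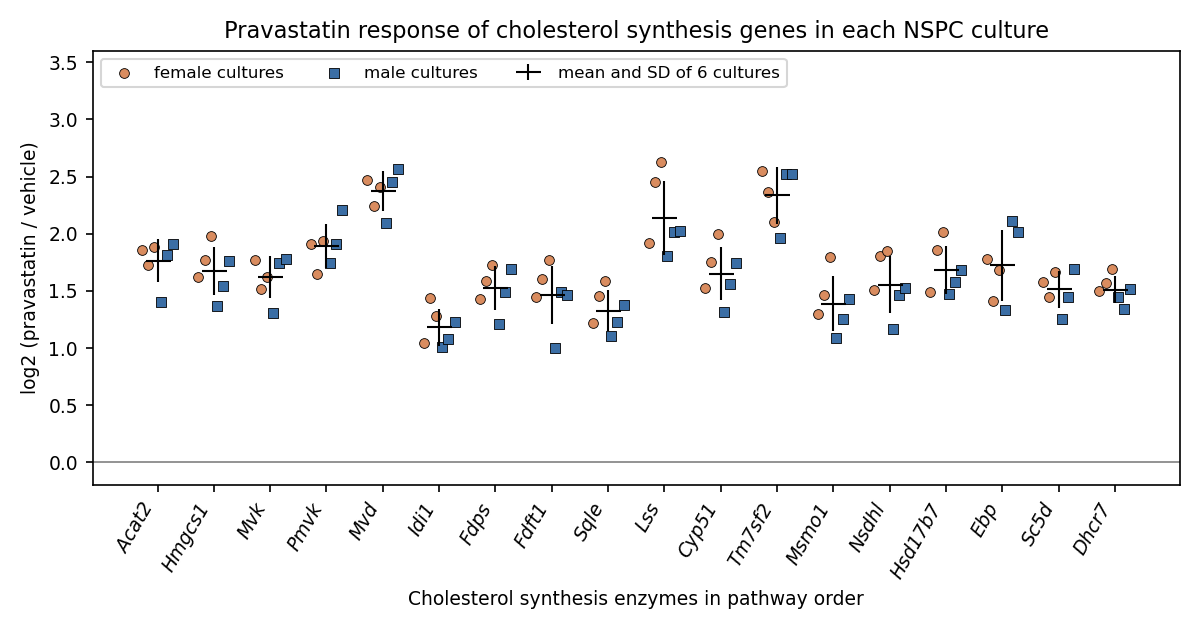
Log2 ratio of pravastatin to vehicle for 18 named enzymes of cholesterol synthesis in 3 female and 3 male NSPC cultures (1 point per culture, cross at mean and SD of 6 cultures). All points lie above 0, and the medians of the 20 listed enzymes run from 1.35 in male culture 1 to 1.84 in female culture 3.

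All 20 enzymes were among the 232 genes called higher, against 1.54% of the 15093 genes tested (one-sided Fisher's exact test, p = 2.36e-37). The list also moved up against all other genes by camera (adjusted p = 6.07e-50 with a preset correlation of 0.01; adjusted p = 0.0244 with an estimated correlation). In the blocked model the latter was adjusted p = 0.0894 with an estimated correlation, while all 20 genes remained called. The paper states that pathway analysis identified cholesterol biosynthesis as the top regulated canonical pathway after pravastatin (Fig 4A).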

IPA also identified “cholesterol biosynthesis” as the top regulated toxicity pathway (p = 7.43x10^-26^) (Fig 4B). 

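The rise of the cholesterol enzymes was seen in both sexes, while the branch from the pathway to isoprenoids and prenylated proteins did not move as a group. In males 20 of 20 cholesterol enzymes were higher, with a median log2 fold change of 1.55. In females 6 of 20 passed the test over all genes (20 when adjusted over the list alone) with a median of 1.72, and 20 passed in the blocked model. The male minus female difference in log2 fold change ran from -0.38 to 0.19 over the 20 genes, and none passed the interaction test in limma, adjusted over all genes or over the list alone. Of 19 genes of the isoprenoid branch, which make geranylgeranyl groups, ubiquinone and dolichol or attach prenyl groups to proteins, 0 were higher and 0 lower by limma in both sexes together (0 and 0 when adjusted over the list alone), with a median of -0.06. The blocked model called 2 of them higher and 2 lower, among them Chml, an escort protein for the prenylation of Rab GTPases (log2 fold change 0.54, adjusted p = 0.0976, and 2.00e-05 in the blocked model).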

To validate that pravastatin regulates genes involved in the Superpathway of Cholesterol Biosynthesis, NSPCs were treated with high and low dose pravastatin and simvastatin for 24 hours and mRNA was analyzed by qRT-PCR. We selected several significantly regulated transcripts for qRT-PCR validation including *Acly* (*ATP Citrate Lyase*), *Dhcr24* (*24-Dehydrocholesterol Reductase*), *Hmgcs* (*HMG-CoA Synthase*), *Ldlr* (*Low Density Lipoprotein Receptor*), *Fdps* (*Farnesyl Diphosphate Synthase*), and *Sqs* (*Squalene Synthase*) and found that all were dose dependently upregulated by pravastatin (Fig 4C) as well as simvastatin (S4A Fig).

**Fig 4:**
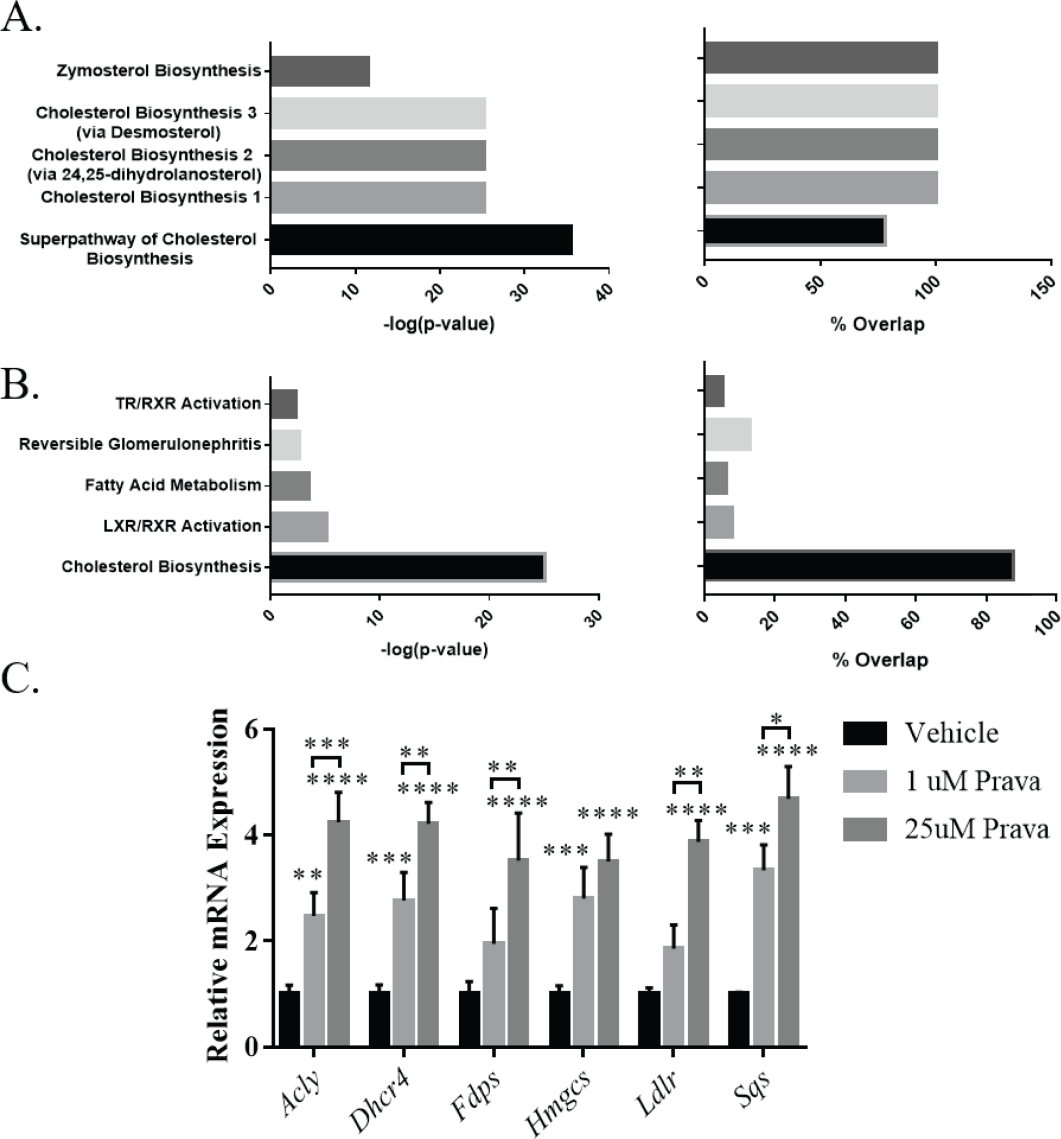
Pravastatin induces CBP gene expression in NSPCs. (A) Ingenuity pathway gene ontology analysis identified “Superpathway of Cholesterol Biosynthesis” and related pathways as the top regulated pathways in neurospheres after a 10 μM prava treatment for 24 hours.–LOG10 (p-value) and percentage overlap with identified pathways are reported (n = 6). (B) Ingenuity pathway gene ontology analysis identified “Cholesterol Biosynthesis” as the top toxicity function in neurosphere after 10 μM prava treatment for 24 hours (n = 6). (C) Average mRNA expression of cholesterol pathway and cholesterol metabolism genes in NSPCs after treatment with vehicle, 1 μM or 25 μM prava for 24 hours (n = 3–5). Expression was normalized to *GAPDH* and the vehicle treatment group for each gene. (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 compared to controls, unless otherwise demonstrated with a horizontal bracket).

### Statin induced activation of SREBP2 in NSPCs

In addition to identifying molecular pathways, IPA was used to identify putative upstream regulators of differentially expressed mRNA transcripts. 

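Among the genes of the sterol sensing complex, the mRNAs of Insig1 and Srebf2 rose, that of Srebf1 fell, and those of Scap and Insig2 did not pass the test. The paper's pathway analysis ranks putative regulators of the changed transcripts, which the regulators' own mRNA levels given here do not test. Insig1, which holds the complex in the endoplasmic reticulum, was at 384 ± 59.2 with vehicle and 998 ± 144 with pravastatin (normalized values, SD, n = 6), a log2 fold change of 1.38 (SE 0.10, adjusted p = 2.95e-06 from limma), and a pseudogene 98.9% identical to it over 189 bases was called higher too and may share its reads. Srebf2, which encodes SREBP2, was at 165 ± 29.1 with vehicle and 272 ± 48.4 with pravastatin, a log2 fold change of 0.72 (SE 0.13, adjusted p = 0.00584), and rose in 6 of 6 cultures. Srebf1, which encodes SREBP1, a transcription factor of fatty acid synthesis genes, was at 212 ± 14.0 with vehicle and 157 ± 12.1 with pravastatin, a log2 fold change of -0.44 (SE 0.06, adjusted p = 0.00141), and was lower in 6 of 6 cultures. Scap, the escort of SREBP proteins to the Golgi, had a log2 fold change of -0.07 (SE 0.07, adjusted p = 0.655). Insig2, a paralog of Insig1, was at 19.1 ± 1.47 with vehicle and 18.4 ± 1.28 with pravastatin, a log2 fold change of -0.05 (SE 0.07, adjusted p = 0.773).
Of 12 listed genes of SREBP processing 2 were higher and 1 lower (3 and 2 when adjusted over the list alone), and the list as a whole did not pass camera (adjusted p = 0.787; adjusted p = 0.916 with an estimated correlation), while it passed fry, another test of lists (0.0250). Of the other regulators named in Fig 5A, Cyp51, a sterol demethylase, was higher with the value given for the cholesterol enzymes, and Por, the electron donor of cytochrome P450 enzymes, had a log2 fold change of 0.63 (SE 0.07, adjusted p = 0.000121). Atp7b, a copper transporter (0.16, adjusted p = 0.577), Pex5l (-0.16, adjusted p = 0.643) and Dbi, which binds acyl-CoA (0.04, adjusted p = 0.919), did not pass. Ppara, a nuclear receptor for fatty acids, had -0.47 (adjusted p = 0.180, and 0.0277 in the blocked model, short of the 1.5-fold threshold).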

Of the top 10 identified upstream regulators, SCAP (p = 1.25x10^-45^), INSIG1or2 (p = 8.06x10^-37^ & p = 4.96x10^-17^, respectively), and SREBP2 (p = 1.47x10^-16^) were all found to be highly significant (Fig 5A and 5B). SCAP, INSIG, and SREBP2 form a cholesterol sensitive complex found in the endoplasmic reticulum. When cholesterol levels fall, SCAP and SERBP2 are transported to the Golgi apparatus where SREBP2 is cleaved[29]. Cleaved SREBP2 is a transcription factor that upregulates the expression of genes encoding CBP enzymes. 32 of the mRNA transcripts significantly regulated after pravastatin treatment in RNA-Seq analysis of NSPCs are included in the CBP or are important for regulation of cholesterol (Fig 5B).

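The genes drawn in the network of Fig 5B rose together, and beyond cholesterol synthesis they cover the uptake of sterols and the synthesis of fatty acids. All 36 genes read by eye from the picture were called higher by limma, with log2 fold changes from 0.60 for Lpin1, a phosphatidate phosphatase, upward and a median of 1.48, and all 36 were higher in each of the 6 cultures. The study chose this network on the same libraries, so the count is not independent evidence of its direction. Of the 36, 17 belong to the list of cholesterol enzymes, 14 to that of fatty acid synthesis and 4 to that of sterol uptake. In females alone 8 of 36 were called, and 34 in the blocked model.
Of 23 listed genes of fatty acid synthesis and desaturation, 19 were higher and 0 lower (19 and 0 when adjusted over the list alone). Fasn, fatty acid synthase, was at 850.3 ± 165 with vehicle and 2376 ± 594 with pravastatin (normalized values, SD, n = 6), a log2 fold change of 1.46 (SE 0.15, adjusted p = 7.16e-05 from limma). Acly, which makes cytosolic acetyl-CoA, had 1.44, Aacs, an acetoacetyl-CoA synthetase, 1.49, the elongase Elovl6, which may share reads with a pseudogene, 1.37 and the desaturase Fads2 0.65. The 4 genes that did not pass were Acacb (-0.18), Mcat (-0.14), Acsl1 (0.18) and Gpam, an acyltransferase of glycerolipid synthesis (-0.40, adjusted p = 0.508, and 0.00069 in the blocked model, where it was lower). The list passed camera (adjusted p = 8.01e-31; adjusted p = 0.00343 with an estimated correlation, and 0.0894 in the blocked model).
Of 13 genes of sterol uptake and transport 7 were higher and 0 lower (8 and 0 when adjusted over the list alone; camera adjusted p = 1.75e-10, and adjusted p = 0.00147 with an estimated correlation). Among them were Stard4, a carrier of cholesterol within the cell (1.82), the HDL receptor Scarb1 (1.29), Lrp8 (0.62), the lysosomal protein Npc2 (0.59) and Osbp (0.22, adjusted p = 0.0194). The call of Osbp was lost with edgeR's exact test (0.621), with library size alone (0.116), on values rescaled to library totals (0.114) and without any 1 of 6 libraries (at most 0.0702). Tmem97 had 0.71 (adjusted p = 0.123, and 0.000224 in the blocked model). Among 7 measured targets or genes of the liver X receptors (LXR), which respond to oxysterols, 1 was higher, Lpcat3 (0.51), and 1 lower, Abca1 (1 and 1 when adjusted over the list alone). In the blocked model 2 were higher, Lpcat3 and Mylip (0.41), and 3 lower, Abca1, Apoe (-0.85) and Smpdl3a (-0.31). Apoe, the main apolipoprotein of glia, was at 3730 and 2290 in female culture 2 with vehicle and pravastatin, at 2136 and 715 in female culture 3, and between 203 and 453 in the other 8 libraries.

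**Figure D3:**
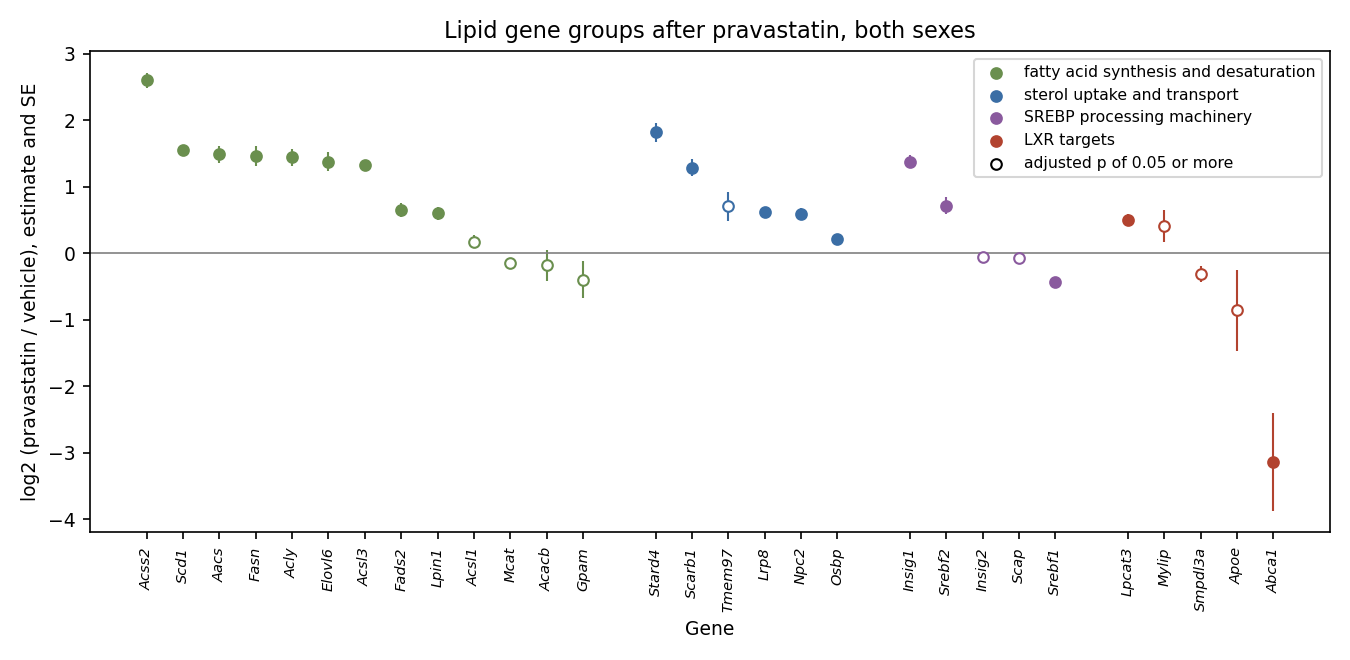
Log2 ratio of pravastatin to vehicle from limma with both sexes together (point, bar at SE, n = 6 libraries per treatment) for 29 named genes of 4 lists, with open points at an adjusted p of 0.05 or more. Abca1 is lowest at -3.13.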

**Fig 5:**
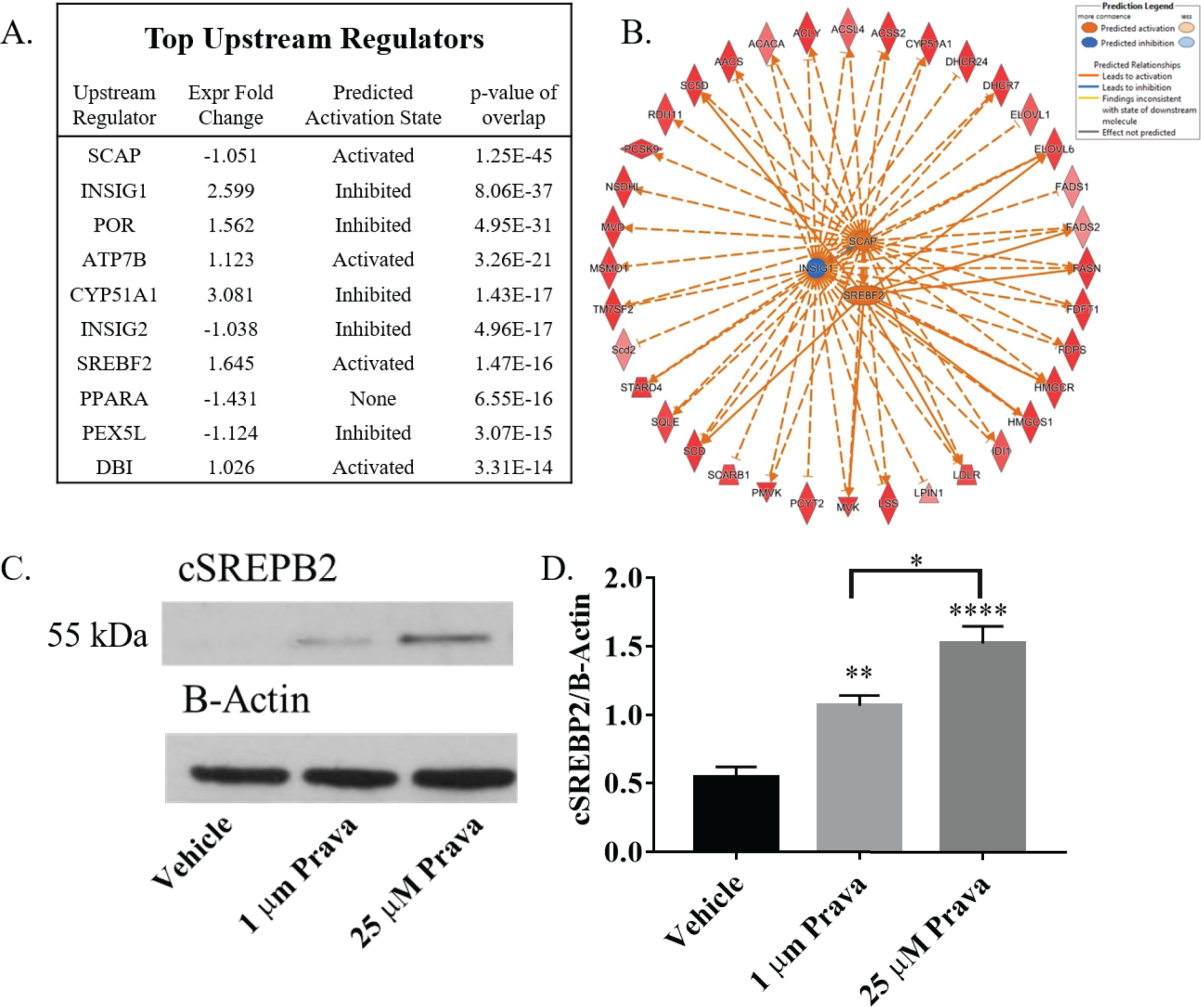
Pravastatin activates SREBP2 in NSPCs. (A) Ingenuity pathway analysis identified top upstream regulators of transcriptional change induced by 10 μM prava. (B) Network of transcriptional regulation by the SCAP-INSIG-SREBP2 complex. (C) Representative western blot of cleaved SREBP2 (cSREBP2) from NSPCs treated with vehicle, 1 μM or 25 μM prava for 24 hours. The treatment group of each band matches the column of the histogram directly below. (D) Average intensity of bands corresponding to 24 hour treatment with vehicle, 1 μM or 25 μM prava for cSREBP2 normalized to ß-Actin (n = 7). (*p<0.05, **p<0.01, ****p<0.0001 compared to controls, unless otherwise demonstrated with a horizontal bracket).

To validate that the SCAP-INSIG-SREBP2 complex is activated after pravastatin treatment, NSPCs were treated with high and low dose pravastatin and simvastatin for 24 hours and cleavage of SREBP2 was analyzed by western blot. As mentioned above, SREBP2 is cleaved when cholesterol levels decrease, which triggers its nuclear localization. We observed a significant increase in the 55kDa cSREBP2 form, corresponding to cleaved SREBP2, in NSPCs treated with both low (p<0.01) and high (p<0.001) doses of pravastatin (Fig 5C and 5D). Simvastatin treated NSPCs demonstrated a significant increase in cSREBP2 in low (p<0.05) but not high dose simvastatin treatment (S4B Fig). The reason for the difference between pravastatin and simvastatin is unclear. Nonetheless, these results reveal that the SCAP-INSIG-SREBP2 complex is activated in NSPCs after statin treatment triggering an increase in the expression of CBP genes.

#### Farnesyl pyrophosphate prevents statin-induced SREBP2 cleavage and CBP gene expression

Statins induce SREBP2 cleavage and CBP gene expression as a response to reduced cholesterol biosynthesis triggered by HMG-CoA reductase inhibition in several cell types. To demonstrate that statin induced SREBP2 cleavage and CBP gene expression act by the same mechanism in NSPCs, we treated NSPCs with 10 μM pravastatin and either 1 μM or 10 μM of farnesyl pyrophosphate (FPP), a CBP intermediate downstream of HMG-CoA reductase and precursor to both cholesterol and isoprenoids. SREBP2 cleavage was assessed by western blot and CBP gene expression assessed by qRT-PCR of *Ldlr* expression. 10 μM pravastatin caused a significant increase in cSREBP2 (p<0.0001) compared to controls, which was prevented by co-treatment with 1 μM (p<0.01) and 10 μM (p<0.05) and FPP (Fig 6A and 6B). 10 μM pravastatin treatment also caused a significant increase in *Ldlr* expression (p<0.0001), a transcriptional target of cSREBP2, that was prevented by co-treatment with 1 μM (p<0.01) and 10 μM (p<0.01) FPP (Fig 6C). These results demonstrate that statins induce SREBP2 cleavage and CBP gene expression due in part to reduced cholesterol biosynthesis downstream of HMG-CoA reductase inhibition.

**Fig 6:**
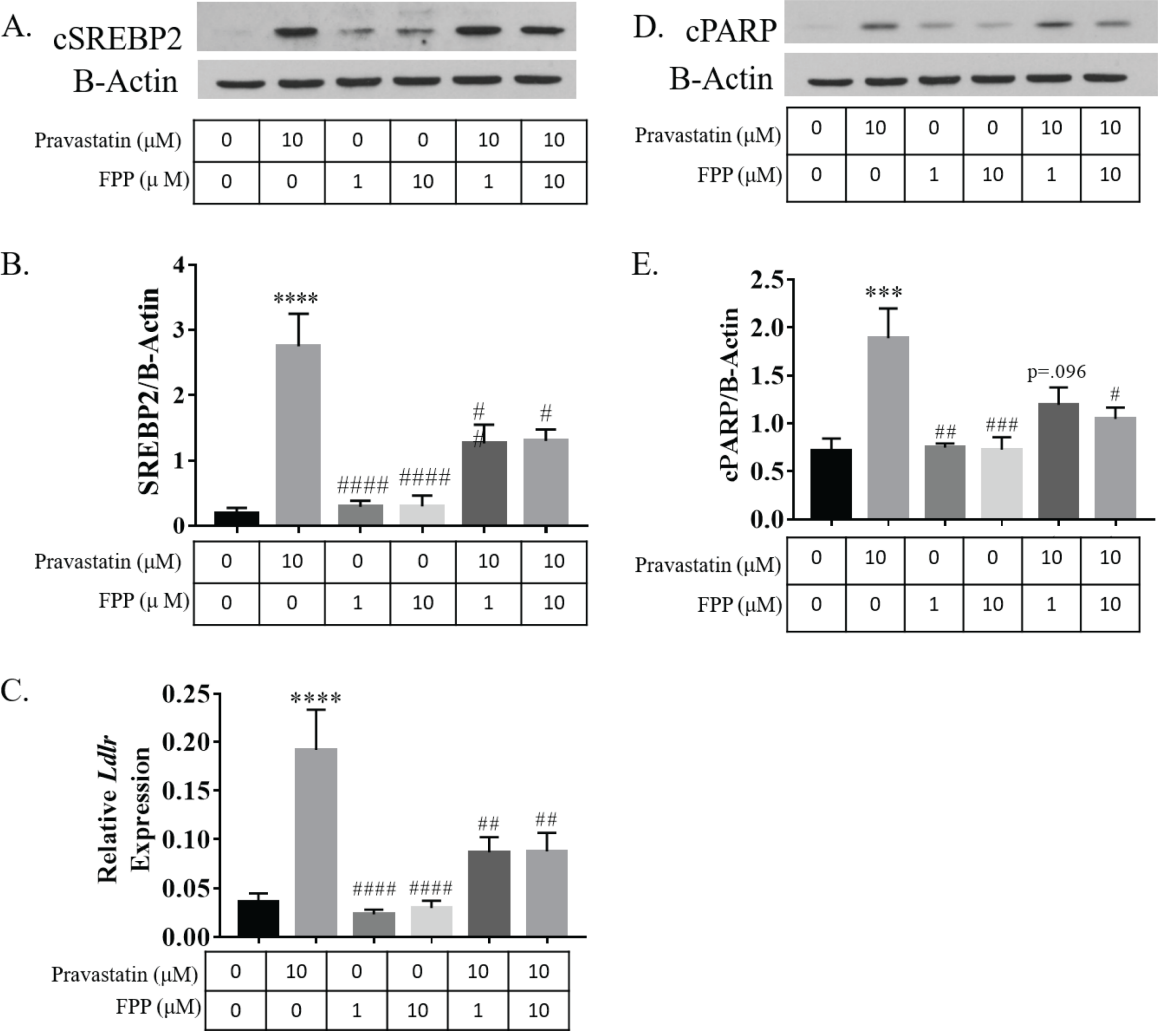
FPP prevents pravastatin dependent SREBP2 activation and induction of cell death. (A) Representative western blot of cleaved SREBP2 (cSREBP2) from NSPCs treated with vehicle, 10 μM prava, 1 μM farnesyl pyrophosphate (FPP), 10 μM FPP, 10 μM prava and 1 μM FPP, or 10 μM prava and 10 μM FPP, respectively, for 24 hours. The treatment group of each band matches the column of the histogram directly below. (B) Average intensity of cSREBP2 bands normalized to ß-actin (n = 7). (C) Average mRNA expression of *Ldlr*. Expression was normalized to *GAPDH* (n = 5). (D) Representative western blot of cleaved PARP (cPARP). The treatment group of each band matches the column of the histogram directly below. (E) Average intensity of cPARP bands normalized to ß-actin (n = 7) (***p<0.001, ****p<0.0001 compared to vehicle; #p<0.05, ##p<0.01, ###p<0.001 compared to 10 μM prava).

### Farnesyl pyrophosphate (FPP) prevents statin induced NSPC cell death

To test the hypothesis that statins induce NSPC cell death through inhibition of the CBP, we treated NSPCs with 10 μM pravastatin and 1 μM or 10 μM of farnesyl pyrophosphate (FPP) for 24 hours and measured cPARP, a marker of apoptosis and other forms of protease-activated cell death, by Western blot analysis. 10 μm pravastatin caused a significant increase in cPARP (p<0.001) compared to controls, which was prevented by co-treatment with 10 μM FPP, while 1 μM FPP showed a trend towards decreased PARP cleavage (Fig 6D and 6E). This demonstrates that statins cause NSPC cell death through inhibition of the CBP.

### Pravastatin and simvastatin differentially alter NSPC fate *in vitro*

To observe direct effects of stains on NSPC differentiation and cellular fate, NSPCs were differentiated in 10 μM pravastatin or 5 μM simvastatin for three days and then subjected in immunofluorescent labeling to visualize astrocytes (GFAP+), oligodendrocytes (CNPase+), or neurons (β3-tubulin+). Pravastatin decreased the number of GFAP+ astrocytes (p<0.05), CNPase+ oligodendrocytes (p<0.01), but not neurons (Fig 7A–7C). Simvastatin also demonstrated a decrease in the percentage of glia and oligodendrocytes, but additionally decreased the percentage of neurons when compared to controls (Fig 7D–7F). This demonstrates a clear difference in the activity of pravastatin and simvastatin on differentiating NSPCs.

**Fig 7:**
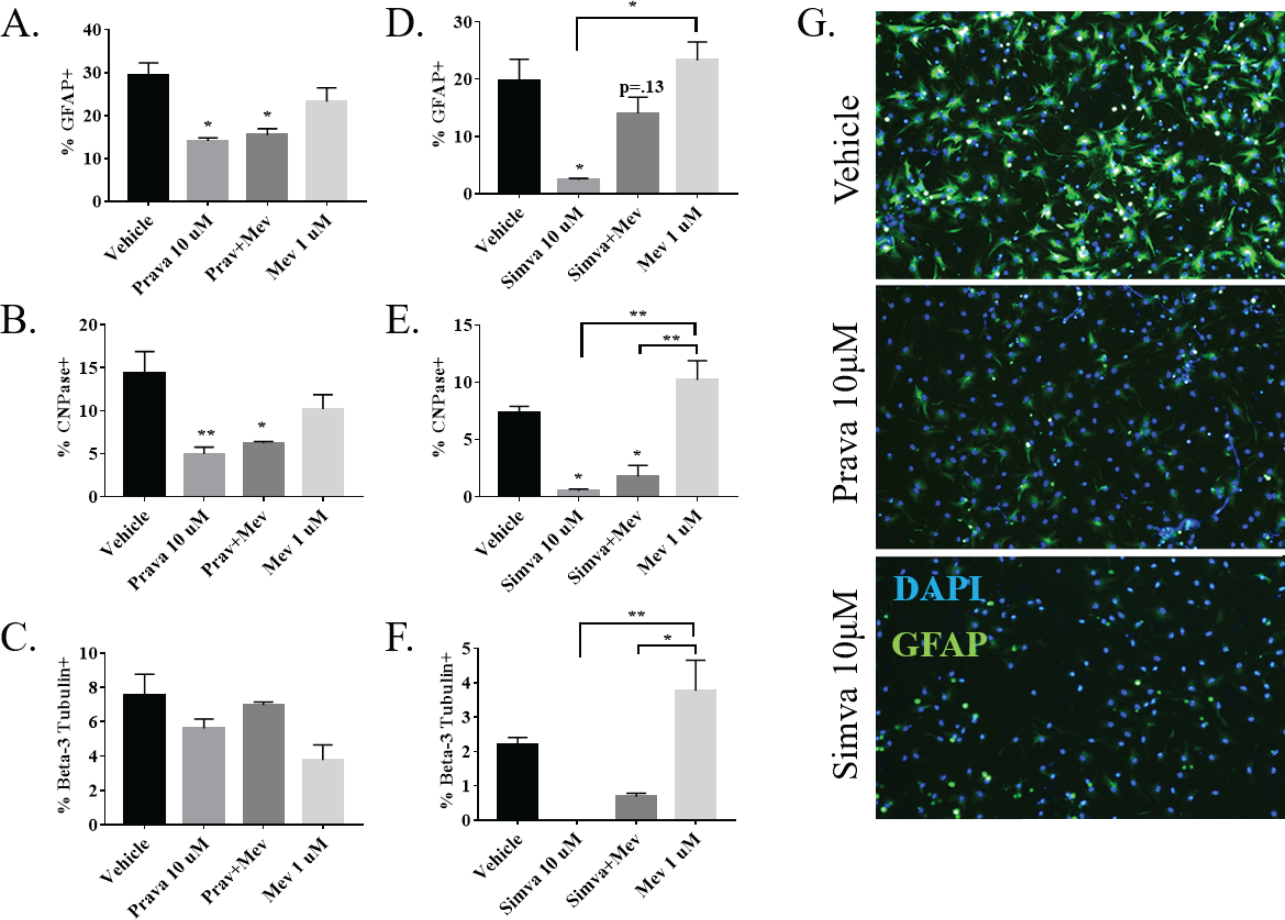
Statins differentially alter NSPC fate through a non-CBP dependent mechanism. Percentage of (A) GFAP+ glia (n = 3), (B) CNPase+ oligodendrocytes (n = 3), and (C) Beta-3 Tubulin+ neurons (n = 3) present in a population of NSPCs differentiated for three days in the presence of vehicle, 10 μM prava, 1 μM mevalonate (mev), or prava and mev. (D-F) The same experiment performed with 5μM simvastatin. (G) Representative images of differentiated cells stained with DAPI and GFAP. (*p<0.05, **p<0.01 compared to vehicle unless otherwise indicated with a bracket).

In addition to examining immunofluorescence, we also examined mRNA expression in differentiating NSPCs treated with either 10μM pravastatin or 1μM simvastatin. qRT-PCR analysis of differentiated NSPCs showed no difference in mRNA expression of the neuronal markers *Tuj1* or *Map2* in response to pravastatin (Fig 8A and 8B) or simvastatin (Fig 8E and 8F) treatment. Similarly, no change was seen in the expression of the oligodendrocyte marker *Olig2* after pravastatin (Fig 8D) or simvastatin (Fig 8H) treatment. However, a significant decrease in mRNA expression of the glial marker *GFAP* occurred after treatment with 10 μM pravastatin (p<0.05) (Fig 8C) or 1 μM simvastatin (p<0.05) (Fig 8G).

**Fig 8:**
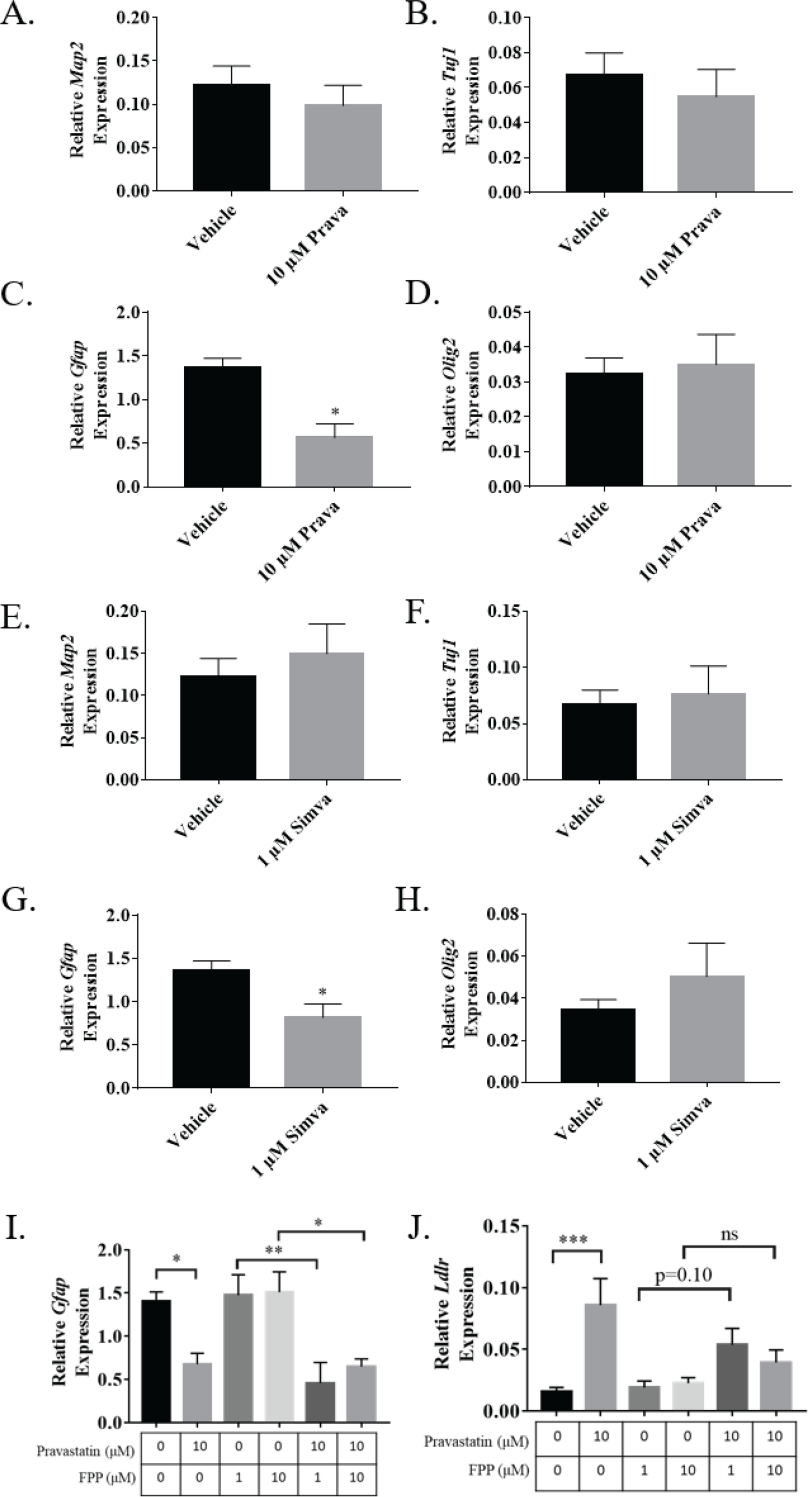
Statins alter mRNA expression in differentiating NSPCs through a non-CBP dependent mechanism. Average mRNA expression of the neuronal markers (A) *Map2* (n = 6), (B) Tuj1 (n = 6), astrocyte marker (C) GFAP (n = 6), and oligodendrocyte marker (D) Olig2 (n = 6) after four days of NSPC differentiation in 10 uM prava. Average mRNA expression of the neuronal markers (E) *Map2* (n = 6) and (F) *Tuj1* (n = 6) as well as the astrocyte marker (G) *GFAP* (n = 6) and oligodendrocyte marker (H) *Olig2* (n = 6) after four days of NSPC differentiation in 1uM simva. (I) Average mRNA expression of *GFAP* in cells after four days of differentiation in 10uM prava co-treated with 1 uM or 10 uM FPP (n = 5). (J) Average mRNA expression of *Ldlr* in cells after four days of differentiation in 10 uM prava co-treated with 1 uM or 10 uM FPP (n = 5). (*p<0.05, **p<0.01, ***p<0.001 compared to vehicle unless otherwise indicated by brackets).

#### Statins alter NSPC fate by a non-CBP dependent mechanism

To determine if statins alter NSPC fate *in vitro* through inhibition of the CBP, 1 μM mevalonate was added to differentiating NSPCs treated with 10 uM pravastatin or 5 uM simvastatin for three days. As above, differentiated NSPCs were examined for percentage of GFAP+, CNPase+, and beta-3 tubulin+ cells. Interestingly, 1μM mevalonate was unable to rescue the decrease in glia and oligodendrocytes after a 10 μM pravastatin treatment (Fig 7A and 7B). Additionally, mevalonate co-treatment was unable to rescue the decrease in glia, oligodendrocytes, or neurons after simvastatin treatment (Fig 7D–7F).

In addition to attempting rescue of the differentiation phenotype observed using immunofluorescence, we attempted rescue of the decrease in *GFAP* mRNA expression seen after 10 μM pravastatin treatment by co-treating with 1 μM or 10 μM FPP. The decrease in *GFAP* mRNA expression was not prevented by either co-treatment with 1 μM or 10 μM FPP compared to their respective controls (Fig 8I). To rule out the possibility that neither dose of FPP was sufficient to prevent transcriptional changes in the differentiation assay, expression of *Ldlr* was quantified in differentiated cells. Like proliferating NSPCs, differentiated cells treated with 10 μM pravastatin demonstrated a significant increase in *Ldlr* expression (p<0.001) and when co-treated with 1 μM (p = .10) or 10 μM FPP demonstrate a return to baseline levels of expression (Fig 8J). These results are consistent with immunofluorescence data and suggest that statins alter NSPC fate through a non-CBP dependent mechanism.

## Discussion

Statins are currently being evaluated for the prevention of preeclampsia in high-risk pregnant women [9] despite their initial designation as a category X drug. There is a clear need to develop pharmacotherapies for preeclampsia, as current treatment options are extremely limited and culminate in emergency delivery, regardless of gestational age [30]. We therefore evaluated the effect of two statins with distinct pharmacokinetic properties on primary cultures of NSPCs derived from embryonic mouse cerebral cortex. We chose to isolate NSPCs at embryonic day 14.5 because it is a period of mouse brain development which closely reflects human brain development in the third trimester [31] where statin treatment might be therapeutically beneficial in the prevention of preeclampsia.

We discovered that pravastatin, a hydrophilic statin, and simvastatin, a lipophilic statin, both dose dependently inhibit the expansion of NSPC populations by inducing cell death during in NSPCs in G1. We also observed a robust increase in CBP gene expression after treatment with pravastatin and simvastatin suggesting that NSPCs respond to statin induced inhibition of HMG-CoA reductase by increasing enzymes involved in the CBP. The increase in CBP gene expression is likely mediated by activation of the SCAP-INSIG-SREBP2 complex, which regulates cholesterol homeostasis in other tissues [29]. Despite dose dependent transcriptional upregulation of CBP genes, statins induce NSPC apoptosis suggesting that this response is not sufficient to overcome a cytotoxic response, particularly at high statin concentrations. When considering the use of statins prenatally, it will be important to take the dose dependent increase in apoptosis into consideration.

To minimize the dose seen by the developing brain, solubility of statins is important to consider, as lipophilic molecules are more easily able to cross biological barriers. Pravastatin is hydrophilic and has a decreased potential to cross the blood-brain barrier and placental barrier compared to lipophilic statins, including simvastatin; therefore, limiting the accumulation in the developing brain [32,33]. Another important clinical consideration for use of this drug would include the evaluation of patients for who have relevant genetic variations in drug transporters and enzymes, which aid in clearance and metabolism of statins. Both drug transporters in the ATP-binding cassette (ABC) transporters and cytochrome P450 superfamilies have been implicated in clinical responses to statins [34,35]. Of interest is the ABCB1 drug transporter, which is expressed in both the blood-brain barrier [36] and placenta [37] to limit xenobiotic exposures. Therefore, future pre-clinical studies that would extend our studies of fetal responses to statins could be designed to examine the impact of placental and fetal cytochrome P450 enzymes and drug transporters on neurodevelopment.

We demonstrated that NSPC cell death is due to inhibition of the CBP since PARP cleavage induced by statins in NSPCs is overcome by treatment with FPP. Products of the CBP including cholesterol and isoprenoids are essential in both early and late stages of brain development. Cholesterol plays many important roles in NSPCs including lipid raft formation, steroid hormone biosynthesis, and fat soluble vitamin synthesis including retinoic acid [17]. Because the cholesterol metabolism of the brain is isolated from the rest of the body [38], statins deserve special consideration during development since they inhibit *de novo* synthesis of cholesterol. Isoprenoids include FPP, which is the direct precursor to both squalene and GGPP, and GGPP. These small molecules are involved in protein prenylation, which facilitates tethering to lipid membranes. Prenylated proteins including lamin B and several GTP-binding regulatory proteins (G-proteins) play essential roles in neurodevelopment [39,40]. In fact, statins inhibit primitive streak formation by inhibiting the synthesis of FPP, not cholesterol in mouse embryonic stem cells [39]. In addition, there is a wealth of research on the role that prenylated G-proteins, such as Rho family GTPases, play in neurodevelopment, survival and degeneration [40]. In addition, the observation that statins modestly increase autophagy in NSPCs opens the door to future studies that could elucidate the impact of autophagy on NSPC survival and proliferation.

In NSPCs derived from the hippocampus adult mice, simvastatin causes preferential differentiation into neurons *in vitro* [20]. The same report also demonstrated a trend towards fewer astrocytes. Here, we demonstrate that pravastatin does not change the ability of NSPCs to differentiate in neurons, but that simvastatin surprisingly decreases the differentiation of NSPCs derived from the cortex of embryonic mice into neurons. Interestingly we also observed that that both pravastatin and simvastatin cause a significant decrease in the number of GFAP+ glia and CNPase+ oligodendrocytes. The differences observed could be due to differences in the age of the animals or the site of tissue collection. Regardless, both pravastatin and simvastatin influence the cell fate of embryonic cortical NSPCs, via mechanisms that will require more thorough investigation. Interestingly, altered cell fate after treatment with statins does not appear to be due to inhibition of the CBP since the addition of FPP was not sufficient to rescue the decrease in GFAP+ mRNA, and mevalonate was insufficient to rescue the changes in NSPC fate. This could be due to off-target effects of statins, such as activation of PPAR receptors [8] or another undiscovered mechanism.

We have demonstrated that pravastatin and simvastatin prevent NSPC expansion *in vitro* by inducing dose-dependent NSPC cell death, likely during G1 of the cell cycle. In response to statin treatment, NSPCs exhibit a dose-dependent increase in CBP gene transcription through activation of SREBP2, which can be prevented by co-treatment with FPP. Finally, we demonstrated that pravastatin and simvastatin each uniquely alter NSPC cell fate via a mechanism that does not appear to be related to altered cholesterol biosynthesis. The known differences in ability to cross the placental and blood-brain barrier, in addition to dose dependent nature of NSPCs to statin and unique effects on differentiation demonstrated in this paper suggests that treatment paradigms may be attainable that provide benefit to pregnant women with what is often an intractable condition but exert limited if any adverse neurodevelopmental effects in the fetus.

## Supporting information

S1 Fig Simvastatin decreases NSPC expansion *in vitro*. **(**A) Quantification was performed on images taken in triplicate using image J software on days 0, 1, 3 and 5 after treatment with vehicle, 0.1uM or 5uM simvastatin (simva) (n = 5). (B) After imaging, NSPCs were collected for automated cell counting in duplicate (n = 5).
(EPS)

S2 Fig Simvastatin induces NSPC apoptosis and cell cycle dysregulation. (A) Diva software was used to count the number of NSPCs, which were identified as apoptotic, in G0/G1 or in S/G2/M phase. The histogram represents the mean fraction of NSPCs, which are apoptotic, in G1, or in S/G2/M of the cell cycle after treatment with vehicle, 0.1 uM, or 5 uM simva (n = 5). (B) Average intensity of bands corresponding to 24 hour treatment with vehicle, 0.1 uM or 5 uM simva for cleaved PARP normalized to ß-actin (n = 5). (C) Average expression of *Ccnd1* mRNA as assessed by qRT-PCR (n = 5). (D) Average intensity of bands corresponding to 24 hour treatment with vehicle, 0.1 uM or 5 uM simva for cyclin D1 normalized to ß-actin (n = 5). (*p<0.05, **p<0.01, ***p<0.001 compared to controls, unless otherwise demonstrated with a horizontal bracket).
(EPS)

S3 Fig Pravastatin increases autophagy. (A) Representative western blot of LC3B-I (top) and II (bottom) with α-tubulin control. (B) Quantification of LC3B-II/(LC3B-I+LC3B-II) protein ratio. (***, p<0.01)
(EPS)

S4 Fig Simvastatin induces compensatory CBP gene expression and activation of SERBP2. (A) Average mRNA expression of cholesterol pathway and cholesterol metabolism genes in NSPCs after treatment with vehicle, 0.1 uM or 5 uM simva for 24 hours. Expression was normalized to GAPDH and the vehicle treatment group for each gene (n = 3–5). (B) Average intensity and SEM of bands corresponding to 24 hour treatment with vehicle, 0.1 uM or 5 uM simva for cleaved SREBP2 (cSREBP2) normalized to ß-actin (n = 7) (*p<0.05). (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 compared to controls, unless otherwise demonstrated with a horizontal bracket).
(EPS)

S1 Table Top 25 pravastatin regulated genes. Genes in NSPC after treatment with prava ordered by p-value (n = 6).
(EPS)

How the deposited data were processed for this re-analysis (not part of the article)

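RNA was sequenced in 12 libraries from neurospheres of mouse embryonic cortex at day 14.5, at passage 3, from 3 female and 3 male embryos, each with vehicle and with 10 μM pravastatin for 24 hours, taken as 6 cultures here. The paper's text does not state a pairing, and vehicle and pravastatin libraries with the same number and sex were taken as the same culture. The sample codes of each such pair begin with the same letter and digit. After sex and treatment were removed, the log2 residuals of such pairs correlated at 0.871, 0.871 and 0.428 in females and at 0.182, 0.179 and 0.303 in males, and pairs with different numbers correlated lower in each sex. The margin was small for female vehicle 3, which correlated at 0.425 with female pravastatin 2, so the pairing of female culture 3 rests mainly on its number and sample codes. The 6 vehicle libraries also serve in another deposited study. The labels do not say whether vehicle and pravastatin libraries were prepared together, so a difference in preparation is not separated from treatment.

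The authors merged technical replicates, aligned reads to the mouse genome GRCm38 with TopHat2 2.1.1, assembled transcripts with Cufflinks and Cuffmerge, counted reads with HTSeq and tested genes with edgeR. The deposited workbook has 3 sheets, for males, females and both sexes, which list the same genes with the same library values (largest difference 0). The signal values are read counts divided by an effective size of each library, made by the authors before deposition and already filtered, as the values in the files show. All signal values are whole reads within 0.001 read. The score values are the authors' fold changes, signed so that a decrease is minus the inverse ratio, as deposited. The p-values and FDR values are from the authors' edgeR test, as deposited. They were used only to count genes past the thresholds, to count shared genes and, for Abca1, to set the deposited values beside the call. The paper's text does not name the model terms of that test. Configurations of edgeR's exact test tried after the files were seen came close to these p-values without equalling them and are not used. In the files 21 gene symbols had been turned into dates and were restored from the gene identifiers.

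Reads per library ran from 13353619 to 18422845 (median 16448404.5), and group medians were 17280562 for female vehicle, 15889304 for female pravastatin, 16400498 for male vehicle and 13851443 for male pravastatin. Small noncoding and ribosomal RNAs, with mitochondrial ribosomal RNA among them, took 6.32% to 11.2% of the values.

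The design written before the data were examined named edgeR's quasi-likelihood test for read counts and limma for normalized values. Since the files hold normalized values, limma 3.58.1 (lmFit and eBayes with a trend, R 4.3.3) was used on log2(value + 0.5). Genes needed a value above 1 in at least 6 libraries for both sexes or 3 libraries within a sex. P was adjusted by Benjamini-Hochberg over the genes tested, and calls needed an adjusted p under 0.05 and a change above 1.5-fold, without a fold threshold for the interaction of sex and treatment and for members of gene lists. The comparisons were pravastatin against vehicle in both sexes with sex as a covariate, in males and in females, the interaction, and males against females with vehicle.

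The gene lists, the rule for naming genes and the first set of alternatives were fixed at the same time as the design. There are 29 lists, of which 26 could be tested. They cover cholesterol synthesis, the isoprenoid branch, SREBP processing, sterol uptake, fatty acid synthesis, LXR and PPAR targets, the cell cycle, apoptosis, p53, autophagy, stress responses, Wnt and Hedgehog signalling, statin transporters, cell type markers, immediate early genes, mitochondrial mRNAs and a sex check. Each was tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, adjusted over the lists. Enrichment among called genes used Fisher's exact test, one-sided, with the genes tested as background.

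Named genes followed a written rule. It takes the 15 genes called higher and the 10 called lower with the largest change among those that moved one way in all 6 cultures, 5 of each in each sex, every gene the paper names, 4 members of each list with the smallest p, and the sex check genes. Named outside it, after their values were seen, are Acacb, Acsl1, Apoe, Aqp4, Ebp, Gm6781, Gm11295, Gm13502, Gpam, Hsd17b7, Mbp, Mcat, Mki67, Nes, Npc2, Osbp, Pank1, Sept5, Sox2 and Tmem97. Some genes that the rule names, and 1 gene list, are not reported here.

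Alternatives were DESeq2 1.42.0, edgeR 4.0.16 with RLE factors, with library size alone and with the exact test, limma-voom, pseudocounts of 1 and 0.1, other filters, no fold threshold, no sex term, the blocked model and leaving out each library. Added after the data were seen were 2 rescalings of the values and leaving out female cultures 2 and 3. Also added then was edgeR's quasi-likelihood test on recovered reads, with and without the culture term. The design had named this test, without the culture term, for files that hold read counts. A change of direction was counted as a reversal only where the value passed the test before or after it.

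The tests were tried on simulated data with known changes, without differences between cultures and with the model without a culture term. Recovery needed an adjusted p under 0.05 and the right direction, without the fold threshold that the calls use. With 6 libraries per group 65.7% of 1.5-fold, 97.0% of 2-fold and 98.5% of 4-fold changes were recovered, with 11 false calls among 185. The male design recovered 82.1%, 95.5% and 100%, and the female design recovered 0%, 34.3% and 90.9%. With simulated differences between cultures the same model recovered 0%, 0% and 62.1% in both sexes together and 0% at each fold in males and in females, and the blocked model recovered 65.2%, 92.5% and 100% in both sexes, 86.6%, 95.5% and 98.5% in males, and 0%, 12.1% and 81.8% in females. The size of these differences was set by hand, on top of a spread estimated without a culture term, so differences between cultures enter more than once. The rates therefore do not give the power of the reported calls.

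Coordinates are from GENCODE vM21 on GRCm38. A pseudogene was matched to a coding gene at 90% identity over at least 100 bases. The commercial pathway sets of the study were not available, and the qRT-PCR, western blot and flow cytometry results have no deposited files.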

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

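The tests of explanations below were all chosen after the results were seen; the gene lists, the calls and the alternatives set beforehand were not. In 15 of 210 groups of 6 libraries 1 library lay far from the other 5 by Dixon's test, which chance gives in about 1 of 20 groups.

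Astrocyte and myelin genes stood highest in female culture 2. With pravastatin this culture had Gfap at 507 (others at most 69.3), Aqp4 at 188 (at most 55.3), Mbp at 91.2 (at most 24.7), Apoe at 2290 (at most 715), Abca1 at 196 (at most 35.8) and Tubb3 at 45.1 (at most 23.0). It was lowest for the mitotic genes Ccnb1, at 30.6 (others at least 40.7) and Kif20a, at 50.8 (at least 84.1). With vehicle it had Mbp at 76.3 (others at most 29.0) and Pdgfrb at 4.15 (at most 0.601). Female culture 3 with pravastatin was highest for Insig2, at 20.9 (others at most 18.5), and for Bid, a BH3 protein of apoptosis, at 10.4 (at most 8.39). Male vehicle 1 was highest for Tm7sf2, at 54.1 (others at most 43.4). Male pravastatin 1 was highest for Srebf1, at 181 (others at most 156), and had 7.77% of its values in mitochondrial genes (others at most 4.47%).

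Signals outside the genes and pathways that the paper discusses were fatty acid synthesis (camera adjusted p = 8.01e-31), sterol uptake (1.75e-10), immediate early genes (0.00522), the unfolded protein and integrated stress response (0.0299) and mitochondrial mRNAs (0.0299). The last 3 did not pass with an estimated correlation (adjusted p = 0.609, 0.609 and 0.736 with an estimated correlation) or with fry (0.140, 0.0704 and 0.247). Single genes were Pdgfrb (log2 fold change 3.63), Prune2 (3.56), Gramd2 (2.75), Slc2a6 (2.51), Dnaaf3 (2.49), Papln (2.24), Snap25 (2.22), Pla2g3 (1.97), 0610007P14Rik (1.95), Myh7b (1.91) and, lower, Abca1 (-3.13).

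Female cultures 2 and 3 were richer in astrocyte transcripts and in most listed oligodendrocyte lineage transcripts, and poorer in cell cycle transcripts, than the other cultures. With vehicle, their astrocyte markers lay above the male vehicle mean by a median log2 difference of 1.32 and 0.86 (10 of 10 genes each). Their oligodendrocyte lineage markers did so by 2.44 and 1.97, with 9 of 12 genes higher and 3 lower in each. Olig2 was lower, at 325 and 322 against 448, 408 and 400 in the male vehicle libraries. The S phase genes of female cultures 2 and 3 lay at -1.43 and -0.84 and their G2 and M phase genes at -0.98 and -0.54. A male culture under a female label is excluded by Xist, at 650.3 or more in the 4 libraries, and depth by 0 of the 4 libraries outside the range of reads of the other 8. Dilution by cells from outside the neural lineage would lower stem and radial glia markers along with the S phase genes. The median of these markers lay at 0.33 and 0.06 above the male mean (SD 0.68 and 0.60), with 4 and 5 of 14 genes lower. Nes was lower, at 624 and 714 against 1231, 1177 and 1103 in the male vehicle libraries, and Sox2 higher, at 573 and 506 against 297, 291 and 270. The median thus did not fall as that of the S phase genes did, while single markers went both ways. No other biological explanation was tested, and differentiation of these cultures may be a candidate beside differences in handling that the labels do not record.

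Genes of S phase and of G2 and M phase were lower with pravastatin in males, 14 of 19 and 13 of 18 by limma (16 and 18 when adjusted over the list alone), with median log2 fold changes of -0.42 and -0.33. A factor for each library moves all genes alike, but the median of the 37 genes lay at -0.35 against that of all genes in males (SD of the 37 genes 0.13), which excludes scaling as the whole cause. A single library is excluded as the whole cause, since in each male culture at least 34 of the 37 genes were lower. Without male vehicle 1 the test called 14, without male vehicle 2 it called 17 and without male pravastatin 2 it called 18, a count looked at before the test by culture was chosen. In camera the lists passed with the preset correlation (adjusted p = 2.45e-10 and 1.14e-09), not with an estimated one (adjusted p = 0.543 with an estimated correlation for S phase and 0.426 for G2 and M phase). In male cultures 1, 2 and 3 the share of mitochondrial genes went from 2.90% to 7.77%, from 3.28% to 3.67% and from 3.00% to 3.77% with pravastatin. That of small noncoding and ribosomal RNAs went from 6.80% to 11.2%, from 7.34% to 7.60% and from 6.32% to 7.11%. The shares overlap, since both count mitochondrial ribosomal RNA. Of this RNA, mt-Rnr2 alone held 5.68% of the values in male pravastatin 1. The 37 genes had medians of -0.52, -0.33 and -0.23 in these cultures. RNA quality and preparation were not tested as explanations and stay open. An effect of pravastatin on proliferation may explain it too and stays a hypothesis.

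Of 12 pseudogenes called higher, 9 resemble a coding gene that was called higher. Every tested pseudogene of such a gene was called (9 of 9, 100%), against 0.0973% of the pseudogenes whose coding match was not called. Gm13502 is 100% identical to Idi1 over 684 bases, Gm6781 97.4% to Fdft1 and Gm11295 97.4% to Elovl6. Reads shared with the coding gene may therefore account for these 9 calls.

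Other divisions of the same libraries into groups of the same sizes show how far chance can be excluded. Both sexes together gave 234 called genes and this is excluded as chance (2 of 100 divisions reached it), although 1 other division called 493. It set female culture 1, the male vehicle libraries and male pravastatin 3 against a group with all 4 libraries of female cultures 2 and 3, which points to the structure of the samples. With treatments exchanged within cultures, the blocked model called 327 genes for the real labels and at most 0 for the other exchanges, which part the same 6 pairs, so that 1 of 32 reached it and chance is excluded. The 20 of 20 cholesterol genes were reached in 1 of 100 divisions, the real one, and by at most 0 genes in the others, which excludes chance. The number of gene lists past camera, 8, was reached in 29 of 100, up to 12, so chance cannot be excluded for that number. For males (466 genes, at most 0 in the others, 1 of 10), females (11, at most 1739, 2 of 10), vehicle sex difference (5, at most 0, 1 of 10) and the interaction (0, at most 0, 10 of 10) the divisions are too few for a share under 0.05. The female division with 1739 genes set both libraries of culture 1 and pravastatin 3 against the rest, again the structure of the samples.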

How the results depend on the processing

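In both sexes together all 20 cholesterol enzymes stayed called without a fold threshold, in the blocked model, without any 1 library and without female cultures 2 and 3, and the counts of lower genes changed most. The alternatives chosen after the data were seen are edgeR's quasi-likelihood test, the rescaled values and leaving out female cultures 2 and 3. Of 3661 alternative values for 146 results, 3438 stayed on the same side, 86 were weaker, 79 stronger, 58 moved and 0 reversed.  Causes were not tested unless named.

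In both sexes 232 genes were higher, and 406 without a fold threshold, which follows from its construction, 350 with the quasi-likelihood test and culture term, 416 without female cultures 2 and 3 and 434 without them in the blocked model, and 201 to 282 without 1 library. The 2 lower genes became 47 without a fold threshold, 11 with DESeq2, 5 with library size alone, 4 with a pseudocount of 0.1, 1 without the sex term, 27 in the blocked model, 4 on values rescaled to totals, 52 with the quasi-likelihood test and culture term, and 46 and 49 without female cultures 2 and 3 (the second blocked). Without 1 library the lower genes ran from 0 to 9: 9 without female vehicle 2, 8 without female vehicle 1, 4 without female pravastatin 3, 0 without male vehicle 2 or male pravastatin 3, and 1 without female vehicle 3, male vehicle 1, male pravastatin 1, male pravastatin 2 or male vehicle 3.

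In males 414 higher genes became 925 without a fold threshold (338 to 507 without 1 library). The 52 lower became 664 without a fold threshold, 130 with library size alone, 114 on values rescaled to totals, 80 with the quasi-likelihood test and culture term, and 29 to 95 without 1 library (29 without male vehicle 2, 34 without male pravastatin 1, 95 without male pravastatin 3). Scaling to totals moved the male median of all genes to a log2 change of -0.08, which lowers genes by construction.

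In females 11 higher genes became 115 with DESeq2, 90 with the exact test, 180 in the blocked model, 183 with the quasi-likelihood test and culture term, 2 with RLE factors, and 1 with library size alone or rescaled totals. Leaving out 1 library gave 0 to 19 (19 without female vehicle 1, 1 without female pravastatin 1, 0 without any of the other 4). The 0 lower genes became 7 in the blocked model and 10 with the quasi-likelihood test and culture term. The blocked model takes the difference between female cultures out of the error by construction. The interaction gave 0 genes under each alternative run on it, which excludes the exact test, the model without a sex term and leaving out female cultures 2 and 3. Between male and female vehicle libraries 4 genes were higher in males and 1 lower. DESeq2 gave 10 and 42 and the exact test 19 and 196. Leaving out 1 library gave 4 to 1530 and 1 to 1741, with both maxima without female vehicle 1, which leaves only cultures 2 and 3 as females.

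Of 26 gene lists 8 passed camera, 3 with an estimated correlation, 5 with fry (cholesterol synthesis, fatty acid synthesis, sterol uptake, SREBP processing and neuron markers) and 4 to 8 without 1 library (4 without female pravastatin 2, 5 without female vehicle 1 or male vehicle 1).

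Among named genes, Abca1 lost its call with RLE factors (adjusted p = 0.0737), library size alone (0.0578), voom (0.0834), the exact test (0.203), no sex term (0.143) and the quasi-likelihood test (0.0741), and without any 1 of 10 libraries (up to 0.100), over a range from 8.89e-11 to 0.203. It kept it without female vehicle 1 or female pravastatin 2, and in each model with a culture term. The models in which it was lost had no such term. Kcnj4 passed all 17 alternatives, and without 1 library its adjusted p missed 0.05 in 7 cases (up to 0.0848): female pravastatin 2 and each male library. Without female vehicle 1 its log2 fold change was -0.55, under the fold threshold. Casp9 missed 0.05 without 8 libraries (up to 0.0995): female pravastatin 2 and 3 and each male library. Fosb missed it without 9 (up to 0.134): female pravastatin 1 and 2, female vehicle 3 and each male library. Osbp missed it without 6 (up to 0.0702): female pravastatin 1, female vehicle 3, male vehicle 1 and 3 and male pravastatin 2 and 3. With library size alone Osbp (0.116), Fosb (0.0536) and Casp9 (0.0552) missed it, without the sex term Fosb (0.0659), Casp9 (0.0685) and Cdkn2b (0.0588), with the exact test Osbp (0.621) and Casp9 (0.0703), on values rescaled by RLE Fosb (0.0510) and on values rescaled to totals Fosb (0.0616) and Osbp (0.114). In the blocked model 16 of 104 named genes gained an adjusted p under 0.05 and 0 lost one, without regard to the fold threshold.

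Depth limits genes with few reads, as 3 reads stand for a value up to 0.228.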

Differences from the paper's values

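A value was taken to differ when it lay apart from the paper's by more than the larger SD or error and by more than 1.5 times, and a signed value when its sign differed or it lay apart by more than the error. By these criteria no stated value differed, but 2 counts were not equal: the table holds 2 genes fewer than the paper's text gives, and 36 genes of the network, read by eye from Fig 5B, were called against the paper's 32 (which 32 is not stated). The fold changes printed in Fig 5A match. A named gene differs.

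The paper names Kcnj4 and glutathione synthase as the downregulated transcripts. Here Kcnj4 and Abca1 were called lower, and Gss was lower in 6 of 6 cultures with an adjusted p of 0.000258 and a signed fold of -1.49, short of the threshold of 1.5-fold. Among the alternatives set before the data were examined, Gss was called lower with DESeq2 (-1.51), edgeR with RLE factors (-1.51), edgeR with library size alone (-1.58), limma-voom (-1.51), a pseudocount of 0.1 (-1.51) and edgeR's exact test (-1.52), and without female vehicle 2 (-1.52) or female pravastatin 2 (-1.51). Without a fold threshold it passes too. It was not called with a pseudocount of 1, the other filters, no sex term, the blocked model or without any of the other 10 libraries. Among alternatives chosen after the values were seen, it was called with edgeR's quasi-likelihood test (-1.52), with that test and a culture term (-1.51), on values rescaled to totals (-1.56) and without female cultures 2 and 3 (-1.56, with and without the blocked model), and not on values rescaled by RLE. Those that called Gss after the values were seen also called Kcnj4, so they drop 0 of the 2 genes the paper names. EdgeR's quasi-likelihood test without a culture term, which the design named for read counts, called 3 genes lower. Kcnj4 and Gss were among them and Abca1 was not (adjusted p = 0.0741).

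The authors' deposited table gives Abca1 a signed fold of -5.03 with an FDR of 0.220, and it is not a downregulated transcript in the paper.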

Other observations

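Genes of the cell cycle, apoptosis and autophagy showed mostly small changes in mRNA at the dose and time sequenced. The paper studied these processes mainly by other assays. Its flow cytometry and EdU changes were significant at its high pravastatin dose, above the one sequenced, after longer treatment. Cleaved PARP and the LC3B ratio are protein measures, which mRNA levels do not test. Its rise in Ccnd1 mRNA by qRT-PCR was also significant only at that high dose. The Ccnd1 value below, at a lower dose, therefore does not test that rise. The tests of hypotheses on Snap25, Pdgfrb and Abca1 were chosen after the results were seen, and so was the sign test over cultures. Gene list values below are for both sexes by limma, with adjusted p from camera.

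Of 19 S phase genes 0 were called in both sexes (median log2 fold change -0.28, adjusted p = 0.0299, and adjusted p = 0.820 with an estimated correlation) and 11 were lower in the blocked model. Of 18 G2 and M phase genes 0 were called (-0.24, adjusted p = 0.000989, and adjusted p = 0.736 with an estimated correlation) and 12 were lower in the blocked model. S phase lost its result without female vehicle 1 (0.521), female pravastatin 2 (0.368), male vehicle 1 (0.0660), male pravastatin 1 (0.121) or male pravastatin 2 (0.0590), and G2 and M phase without female vehicle 1 (0.0716) or female pravastatin 2 (0.0597). The median over all 37 genes was -0.27, -0.17 and 0.09 in female cultures 1, 2 and 3 and -0.52, -0.33 and -0.23 in the male cultures. It was lower in 5 of 6 cultures (exact sign-flip test, two-sided, p = 0.0625, where 0.03125 is the smallest possible). The difference between the sexes passed camera (adjusted p = 0.0136 and 0.0409) but not with an estimated correlation (adjusted p = 0.981 with an estimated correlation for both). In males Ccne1 (-0.51), Ccnb1 (-0.47), Kif20a (-0.44) and Mcm7 (-0.42) were lower. Of 13 D cyclins and CDK inhibitors 1 was higher, Cdkn2b (0.80, adjusted p = 0.00172, a call lost without the sex term), and 0 lower (1 and 1 when adjusted over the list alone). Ccnd1 had 0.32 (SE 0.38, adjusted p = 0.724), with 0.85 and 1.04 in female cultures 2 and 3, -0.12 in female culture 1 and 0.03, 0.01 and 0.11 in the male cultures, and Mki67 -0.13 (adjusted p = 0.758).

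Of 22 apoptosis genes 1 was higher, Casp9 (0.56, adjusted p = 0.0352, a call lost with the exact test, with library size alone, without the sex term and without any 1 of 8 libraries), and 0 lower (1 and 2 when adjusted over the list alone; median -0.06, adjusted p = 0.184, with 0.0809 by fry and 0.00108 by fry in the blocked model). The blocked model called 2 higher and 4 lower, among these Bid (-0.36, 0.00624). Of 17 p53 targets 0 were called (-0.08, adjusted p = 0.248, and 0.0350 by fry in the blocked model; 1 higher and 4 lower in the blocked model). Of 27 autophagy and lysosome genes 0 were called (0.04, adjusted p = 0.483; 5 higher and 1 lower in the blocked model). Map1lc3a, which encodes an LC3 protein, had 0.42 (adjusted p = 0.140, and 0.00104 in the blocked model), and in males 0.58 (0.000686). Of 15 genes of the unfolded protein and integrated stress response 2 were higher, Atf4 (0.55) and Xbp1 (0.45), and 0 lower (3 and 0 when adjusted over the list alone), with adjusted p = 0.609 with an estimated correlation and 7 higher and 1 lower in the blocked model. This list missed 0.05 without female pravastatin 1 (0.0869), female pravastatin 2 (0.0510), female vehicle 3 (0.0528), male vehicle 1 (0.0614) or male pravastatin 3 (0.0745). Of 10 immediate early genes 1 was higher, Fosb (0.70, adjusted p = 0.0494, a call lost with library size alone, without the sex term, on rescaled values and without any 1 of 9 libraries), 0 lower, and 8 higher in the blocked model, with adjusted p = 0.609 with an estimated correlation. Of 7 mitochondrial mRNAs 0 were called (median 0.18, adjusted p = 0.736 with an estimated correlation), with 0.57 in male culture 1 and -0.02 to 0.29 in the others. This list missed 0.05 without female vehicle 1 (0.140), female pravastatin 2 (0.130), female vehicle 3 (0.0528), male vehicle 1 (0.0614), male pravastatin 1 (0.126) or male vehicle 3 (0.0817).

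The remaining lists did not pass camera, while the blocked model called some of their genes. Of 11 PPAR genes and targets 0 were called (0.01, adjusted p = 0.787; 2 higher and 2 lower in the blocked model), of 6 Wnt targets 0 (0.11, 0.192; 1 and 0), of 6 Hedgehog genes 0 (0.04, 0.675; 0 and 0) and of 5 statin transporters 0 (0.08, 0.406; 0 and 0). Stem and radial glia markers had a median of -0.01 (0.951), neuron markers 0.05 (mean 0.26, 0.184, and 0.0250 with fry), astrocyte markers -0.06 (0.787) and oligodendrocyte lineage markers 0.16 (0.414). The last list passed camera in the blocked model (adjusted p = 0.0469; adjusted p = 0.527 with an estimated correlation), but in female culture 3 its median was -0.23, with 9 of 12 genes lower. Endothelial markers had 0.12 (0.825) and mural and fibroblast markers -0.13 (mean 0.53, 0.787), where median and mean differ in sign because of Pdgfrb. By limma 1 neuron marker, Snap25, and 1 mural marker, Pdgfrb, were higher. In the blocked model 2 stem and radial glia markers were higher and 2 lower, 4 and 0 neuron markers, 2 and 2 astrocyte markers, 3 and 0 oligodendrocyte lineage markers, 0 and 1 endothelial markers and 1 and 1 mural and fibroblast markers. Microglia and erythroid markers could not be tested. Between males and females with vehicle, the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were the 4 genes higher in males and Xist (-9.56) the 1 lower by limma.

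Snap25, a synaptic protein, rose from 5.22 ± 1.29 to 28.0 ± 12.0 (SD, n = 6). More neurons would raise other neuron markers with it, but the other 13 had a median log2 fold change of 0.0454 (SD 0.32, from -0.36 to 0.97) against 2.22. That argues against more neurons as the whole cause of the rise of Snap25. A small increase in neurons is not excluded, since 9 of the 13 were higher and 4 lower. Pdgfrb is a marker of mural cells, but the other 4 markers of mural cells and fibroblasts had a median of -0.24 (SD 0.26) against 3.63, which argues against more of these cells as the whole cause of its rise. The fall of Abca1 may reflect lower activity of the liver X receptors, but only 3 of the other 6 measured genes of that list had a negative log2 fold change, which leaves the hypothesis open.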
